# Transcriptome analysis of the effect of *Vibrio alginolyticus* infection on the innate immunity-related complement pathway in *Epinephelus coioides*

**DOI:** 10.1186/1471-2164-15-1102

**Published:** 2014-12-13

**Authors:** Yi-Da Wang, Shin-Jie Huang, Hong-Nong Chou, Wen-Liang Liao, Hong-Yi Gong, Jyh-Yih Chen

## Abstract

**Background:**

Orange-spotted grouper (*Epinephelus coioides*) with protogynous hermaphroditic features are one of the most economically important aquaculture species in Taiwan. However, larvae stage grouper are susceptible to infection by the bacterial pathogen *Vibrio alginolyticus*. To better understand the molecular mechanisms of the immune response to *V. alginolyticus* in *Epinephelus coioides* larvae, we used high-throughput deep sequencing technology to study the effect of infection on gene expression.

**Results:**

A total of 114,851,002 reads were assembled, consisting of 9,687,355,560 nucleotides; these were further assembled into 209,082 contigs with a mean length of 372 bp. Gene ontology (GO) analysis of the transcriptome revealed 12 cellular component subcategories, 16 molecular function subcategories, and 42 biological process subcategories (P value <0.05). A total of 32664 *Epinephelus coioides* genes were mapped to the Kyoto Encyclopedia of Genes and Genomes (KEGG); 1504 differentially expressed genes (DEGs) were subsequently identified, in 12 categories (P value <0.05). *Vibrio* infection affected the expression of genes involved in complementation, coagulation cascades, pathogen (*Staphylococcus aureus*) infection, phagosome activity, antigen processing, and the antigen presentation pathway.

**Conclusion:**

We conclude that the complement pathway of innate immunity and the hepicidin antimicrobial peptide may play important roles in the defense of *Epinephelus coioides* larvae against *V. alginolyticus*, and the immune response may activate at 4 h after bacterial infection. These results implicate the complement pathway signal pathway in immunity during *V. alginolyticus* infection at early developmental stages, enhancing our understanding of the mechanisms underlying the immune response to *Vibrio* infection in *Epinephelus coioides*.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-1102) contains supplementary material, which is available to authorized users.

## Background

Groupers are an economically important aquaculture species in Southeast Asian countries, with a high market demand in several locales, including Hong Kong, Taiwan, China, Mexico, Japan, and the USA. However, intensive culture of grouper can result in outbreaks of infectious disease, caused by viral pathogens, such as nodaviruses and iridoviruses, or bacterial pathogens, such as *Vibrio carchariae* and *V. alginolyticus*[1]. Grouper zygotes develop by 24 h post-fertilization, and their yolk sacs disappear by 72 h. By 10 days, grouper larvae begin to expand their dorsal and ventral fin rays to form an inverted triangle. At this stage, grouper larvae are easily infected by pathogens. After one month, the long fin reaches its full size, and body shape begins to resemble that of the mature grouper [2]. The orange-spotted grouper (*Epinephelus coioides*) possesses protogynous hermaphroditic features, and is easier to culture than certain other grouper species, such as *Epinephelus lanceolatus*. Furthermore, *Epinephelus coioides* is an excellent source of nutrients; consequently, this species is widely cultured in Taiwan. An earlier study reported that expression of C3 mRNA in *Epinephelus coioides* is influenced by pH and temperature stress, and may play an important role in antioxidation mechanisms [3].

*Vibrio alginolyticus* is a Gram-negative bacterial species with a straight rod shape, and is positive for oxidase and catalase. This bacterial species can cause gastroenteritis, with swelling of the intestine. Furthermore, it is a potential pathogen of marine fish and shrimp [4]. *V. alginolyticus* strain S3y has been isolated from grouper (*Epinephelus malabaricus*) larvae with vibriosis in Taiwan; this strain is a pathogen of particular concern, as it causes enormous economic losses in the aquaculture industry [5]. Next-generation high-throughput DNA sequencing techniques, including that provided by the Illumina Genome Analyzer, provide high speed and throughput (gigabase level). Such techniques can be used to identify and quantify rare transcripts without prior knowledge of gene sequence, and provide information regarding alternative splicing and sequence variation in identified genes; as a result, high-throughput sequencing is more effective at detecting genes than microarrays [6, 7].

In this study, we used high throughput sequencing to identify differentially expressed genes (DEGs) between normal grouper larvae and larvae with vibriosis. The DEGs were classified based on their Gene Ontology (GO) categories and the Kyoto Encyclopedia of Genes and Genomes (KEGG). Furthermore, comparative RT-PCR was used to confirm the observed effects on genes involved in likely pathways affected by infection, to elucidate the molecular mechanisms underlying vibriosis in grouper larvae.

## Results

### De novo sequencing and read assembly of the *Epinephelus coioides*transcriptome following *V. alginolyticus*infection

The assembled transcriptome consisted of a total of 114,851,002 reads of 9,687,355,560 nucleotides; these were further assembled into 209,082 contigs with a mean length of 372 bp. 

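The unigenes come from whole larvae that were not infected, and muscle transcripts made up much of what was sequenced. Of the reads assigned to the unigenes, 11.6% fell on striated muscle contractile proteins, 8.30% on cytosolic ribosomal proteins, 7.78% on enzymes of glycolysis and muscle energy and 4.49% on proteins secreted by the liver. Alpha skeletal muscle actin (Unigene36597), the thin filament protein of skeletal muscle, had 3657496 reads, and parvalbumin 2 (Unigene35449), a calcium buffer of fast muscle, had 1107703 reads. NADH dehydrogenase subunit 5 (Unigene37929), which is encoded in the mitochondrial genome, had 2663400 reads, and apolipoprotein AI (Unigene36022), a lipid carrier of plasma, had 1136029 reads. RNA of 10 wild-type larvae, 30 days of age, was made into 1 library. The authors enriched mRNA with oligo(dT) beads, fragmented it, primed cDNA with random hexamers and sequenced it on an Illumina HiSeq 2000. Low-quality reads were removed before the assembly, and no genome was used. The paper's reported number is 114851002 reads, and the values here use only the reads that the authors' deposited table assigns to unigenes. Each read count in that table comes with a value scaled by unigene length and library total (RPKM). With only 1 library, variation between larvae and between preparations cannot be estimated.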

The total contig length (nt) was 77,845,532, and 116,678 unigenes were identified, with an average length of 685 bp; the total unigene length (nt) was 79,966,605. Of these unigenes, 69334 unigenes were present in all databases (Table 1). 

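A unigene is an assembled transcript or a piece of one, so a gene can be split over several of them. Descriptions naming the macrophage mannose receptor, a lectin that binds microbial sugars, were on 23 unigenes. Complement C3, the central protein of the cascade, was named on 15 unigenes and C1q-like proteins on 14, whereas C5, C9 and factor B were each named on 1. Such counts can also hold related genes, as the paper's discussion describes for C3 in teleosts. Pieces and related genes were not told apart here. The unigene of C3 with most reads (CL1433.Contig1) was 5213 bp long, that of C5 (Unigene36254) 5581 bp and that of hepcidin 1 (Unigene35929) 2093 bp. The 116678 unigenes had a mean length of 685 bp, a median of 364 bp and a range of 150 to 16243 bp, and summed to 79966605 nt. The N50 was 1193 bp, and 22229 unigenes reached 1000 bp.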

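The annotation was mainly borrowed from other fishes, and the names of genes used here are those of the best hit. Nile tilapia (Oreochromis niloticus) gave the best Nr hit of 35908 unigenes, which is 67.1% of those with a hit. Zebrafish (Danio rerio) gave 10.0%, European sea bass (Dicentrarchus labrax) 4.66% and Epinephelus coioides itself 0.858%. Hepcidin 1, epinecidin-1, toll-like receptor 5S and a C-type lectin (Unigene34877) were among the unigenes matched to sequences of Epinephelus coioides. No unigene had a best Nr hit in Artemia, on which the larvae had been fed, or in any Vibrio species. Hits were found in Nr for 53518 unigenes, in Nt for 64066, in SwissProt for 46315, in KEGG for 37075 and in COG for 14422, and GO terms were given for 18216. A hit in at least 1 of the 6 databases was present for 69334 unigenes, and 4473 had a hit in every database. The 47344 unigenes without any hit had a median length of 272 bp and held 4.95% of the reads of the assembly library.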

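Expression at 24 h was compared between larvae injected with V. alginolyticus and larvae injected with tryptic soy broth (TSB), the medium in which the bacteria were given. Of 102857 unigenes with a read in either library, 3960 passed the paper's thresholds, 1211 of them higher and 2749 lower in the Vibrio library. Among the higher ones toll-like receptor 5S (Unigene16104), a soluble receptor of flagellin in fishes, had 3900 reads in the Vibrio library and 1 read in the TSB library, a centred log2 ratio of 12.14 (95% counting interval 9.67 to 17.45). A C-type lectin (Unigene34877) had 3764 reads against 2 (11.09, interval 9.24 to 14.14) and SBCFR-1 (Unigene15882), a relative of complement factor H, had 1120 reads against 2 (9.35, interval 7.49 to 12.39). Between the Vibrio and the assembly library the uncentred log2 ratios of these genes were 3.28, 3.82 and 2.11, so most of each ratio comes from a low value in the TSB library. Among the lower ones an immunoglobulin-like and fibronectin domain protein of muscle, IGFN1 (Unigene14456), had 0 reads in the Vibrio library against 256, at least 73.5-fold lower when the Vibrio library is set at 3 reads. Stonustoxin subunit beta-like (Unigene16626) fell by 3.39 on the centred log2 scale, elongation factor 1-alpha (Unigene36589) by 2.92, heat shock protein 30 by 2.88, a myosin heavy chain (Unigene36721) by 2.83, and keratin 15 fell by 2.76. The larvae were 30 days old and about 1.6 cm long, and each received 20 μl holding 1300000 CFU/ml of bacteria or medium alone. RNA of whole larvae was sequenced as 1 library per condition, and the paper's text does not give the number of larvae in either. The authors mapped the reads with SOAP2 to the unigenes and deposited uniquely mapped read counts and RPKM. Each unigene's counts were compared by an exact two-sided binomial test with Benjamini-Hochberg adjustment, which compares 2 libraries and not the conditions, since there are no replicates. The median log2 ratio of the 53018 unigenes with at least 10 reads was -0.28, so ratios and folds are given relative to this median and named centred. With TMM factors from edgeR 1777 unigenes were higher and 1380 lower, which moves the share of higher ones from 30.6% to 56.3%. The 3 unigenes of ribosomal RNA took 20.0% of the reads of the Vibrio library and 0.844% of those of the TSB library.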

We identified 3977 DEGs (FDR ≤ 0.001 and |log_2_Ratio| ≥ 1) between the control and *Vibrio* challenge group. These include 1104 up-regulated unigenes, and 2873 down-regulated unigenes (>2 fold-change in value). 

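The unigenes that rose included defence proteins of plasma and digestive enzymes, and those that fell included proteins of muscle. The fixed gene lists show this, counting members with at least 10 reads over both libraries. Of 61 acute-phase proteins, which the liver releases in inflammation, 21 rose, 2 fell and 38 did not pass, with the same counts when adjusted over the list alone. Serum amyloid A (CL944.Contig1) was 12.2-fold higher with 31913 reads against 3045, transferrin (Unigene35914) 5.69-fold and ceruloplasmin (Unigene37926) 3.46-fold. Other secretory proteins of the liver were also higher as a list, with a median centred log2 ratio of 0.57 (95% interval 0.27 to 0.84, percentile 100 of matched random lists) and 5.62% of the reads against 3.88%. Of 89 interferon response genes 17 rose, 2 fell and 70 did not pass (18 rose when adjusted over the list alone). Of 45 cytokines and chemokines 7 rose, none fell and 38 did not pass, the same when adjusted over the list alone, and C-C chemokine 1 (Unigene112336) was 17.6-fold higher. Pancreatic digestive enzymes moved most: of 70 members 38 rose, 1 fell and 31 did not pass (38 rose and 2 fell when adjusted over the list alone), with chymotrypsinogen 2 (Unigene36996) 35.3-fold, elastase 4 (Unigene35485) 38.0-fold and carboxypeptidase B (Unigene35551) 12.6-fold higher. Of 262 striated muscle contractile proteins 92 fell, 10 rose and 160 did not pass (98 fell and 16 rose when adjusted over the list alone). Myosin light chain 2 (Unigene35884) fell by 1.30 on the centred log2 scale, troponin I by 1.35 and myozenin-1 by 1.15. Of 112 enzymes of glycolysis and muscle energy 19 fell, 7 rose and 86 did not pass (19 and 8 when adjusted over the list alone), and aldolase A (Unigene36530) fell by 1.11, while the list's median centred log2 ratio was 0.23, above 0, and with TMM factors 12 were lower and 14 higher. The list took 4.07% of the reads of the Vibrio library and 7.89% of those of the TSB library. Part of this difference comes from the ribosomal RNA in the Vibrio total. Of 110 heat shock proteins and chaperones 11 fell, 1 rose and 98 did not pass (12 fell when adjusted over the list alone), and heat shock protein 70 (Unigene37033) fell by 1.65, at a list median of -0.09. The median centred log2 ratio was 2.42 (95% interval 1.22 to 3.65) for the pancreatic list, 0.92 (0.29 to 1.57) for the acute-phase list, 0.63 (0.42 to 1.12) for the interferon list and -0.61 (-0.79 to -0.43) for the muscle list. Among the medians of 10000 random lists of the same size matched on mean expression these lay at the percentiles 100, 100, 100 and 0, and the cytokine list (median 0.36) at 98.4. Relative to the library used for the assembly, also from non-infected larvae, the medians of the Vibrio and TSB libraries were 1.98 and -0.63 for the pancreatic list, 0.60 and -0.52 for the acute-phase list and -0.95 and -0.28 for the muscle list. The reads of the assembly library are headed raw reads, not uniquely mapped reads, and whether its larvae were injected is not stated. Differences from it can thus also come from counting or handling. With an assumed biological coefficient of variation of 0.4, 5 acute-phase proteins and 9 pancreatic enzymes passed and no interferon response, cytokine, glycolysis or muscle unigene was left.

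**Figure D1:**
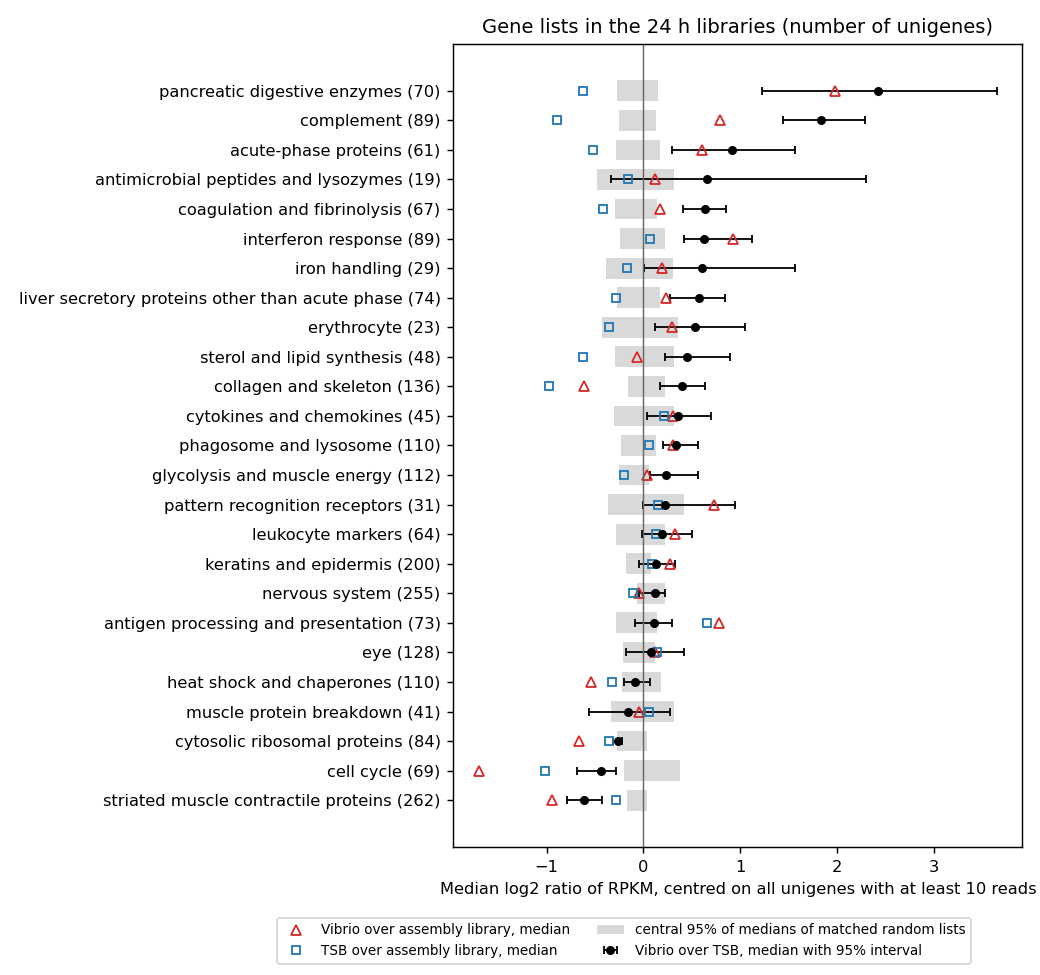
Median log2 ratio of RPKM of each gene list, centred on all unigenes with at least 10 reads, for the Vibrio over the TSB library (points, with 95% intervals of the median over unigenes) and for each of them over the assembly library (triangles and squares). Grey bars hold the central 95% of the medians of 10000 matched random lists. The pancreatic list at 2.42 lies farthest to the right and the muscle list at -0.61 farthest to the left of the points.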

A linear ratio was observed between the RPKM of the *V. alginolyticus*-infected group and the TSB (tryptic soy broth)-injected group after 24 h (10,2857 unigenes) (Figure 1A). 

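The points far from the others in a plot of the libraries belong to a few abundant transcripts. A unigene described as CDH1-D (Unigene36938) had an RPKM of 26300 in the Vibrio library and 858 in the TSB library, and those described as rRNA promoter binding protein (Unigene34884) and senescence-associated protein (Unigene38314) had 24700 against 1210 and 24500 against 1160. The Nt hits of all 3 are ribosomal RNA. Alpha skeletal muscle actin had an RPKM of 16900 in the Vibrio and 27700 in the TSB library, parvalbumin 2 had 22000 and 20900, and apolipoprotein AI 10500 and 10600. Myosin light chain 2 had 2030 against 6070 and glyceraldehyde-3-phosphate dehydrogenase (Unigene38205) 3320 against 7170. Across the 102857 unigenes, which are not independent replicates, Pearson's r was 0.639 and Spearman's rho 0.663, and the least squares slope of the Vibrio on the TSB values was 0.787. Without the 3 ribosomal RNA unigenes, a setting chosen after seeing the data, r was 0.928 and the slope 0.751.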

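Among the unigenes past both thresholds, the lower ones outnumbered the higher ones with scaling by total reads. The 2749 lower unigenes had a median RPKM of 12.1 in the TSB library and 4.24 in the Vibrio library, and the 1211 higher ones 2.47 and 10.6. Both sets were chosen by the ratio between the libraries, so their difference within a library follows at least in part from that choice. Over all 3960 the median RPKM was 9.44 in the TSB and 5.62 in the Vibrio library. The mean was 43.8 in the TSB and 49.2 in the Vibrio library, and without the 3 ribosomal RNA unigenes, a setting chosen after seeing the data, 43.0 and 30.2. Glycolytic enzymes of muscle were among the abundant unigenes that were lower. Pyruvate kinase M1/M2 (Unigene38116) had an RPKM of 1540 in the Vibrio and 3420 in the TSB library, beta-enolase (Unigene37180) 2040 and 4610 and aldolase A 2260 and 5920. Serum amyloid A, at an RPKM of 6040 against 603, and chymotrypsinogen 2, at 2320 against 79.8, were abundant unigenes that rose. Pearson's r across the 3960 unigenes was 0.241, and 0.612 without the ribosomal RNA unigenes. With TMM factors pyruvate kinase M1/M2, beta-enolase and glyceraldehyde-3-phosphate dehydrogenase no longer passed, at log2 ratios of -0.91, -0.93 and -0.87.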

After selection of genes with FDR ≤ 0.001 and |log_2_Ratio| ≥ 1 (3,977 unigenes), we observed that gene expression was considerably higher in the TSB group than in the *V. alginolyticus* group (Figure 1B).

**Table 1:** **Summary of** ***Epinephelus coioides*** **larvae transcriptome assembly**

Transcriptome sequences	
Total Reads	114,851,002
Total Nucleotides (nt)	9,687,355,560
Total Contig Number	209,082
Mean Length of Contig (bp)	372
Total Contig Length (nt)	77,845,532
Total Unigene Number	116,678
Mean Length of Unigene (bp)	685
Total Length of all Unigene (nt)	79,966,605
Genes in NR database	53518
Genes in NT database	64066
Genes in SwissProt database	46315
Genes in KEGG database	37075
Genes in COG database	14422
Genes in GO database	18252
Genes in all databases	69334

**Figure 1:**
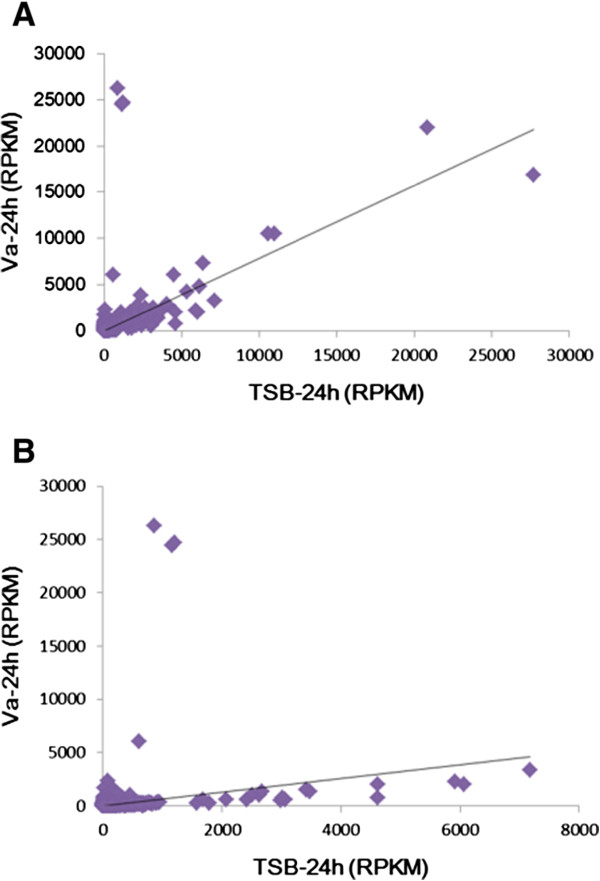
**Comparison of unigene expression as Reads Per kb per Million (RPKM).** Expression level was determined using the RPKM method, thereby eliminating the influences of gene length and sequencing discrepancies on the calculation of gene expression. ***A***, RPKM with 102,857 unigenes, ***B***, RPKM after selection based on FDR ≤ 0.001 AND |log_2_Ratio| ≥ 1with 3,977 unigenes. Va-24 hr: RPKM at 24 hours after infection with *V. alginolyticus*, TSB (tryptic soy broth)-24 hr: RPKM at 24 hours after injection with TSB.

### Identification of differentially expressed genes (DEGs) via GO and KEGG analysis

Gene ontology (GO) analysis of the 3,977 unigenes was performed using open source clustering software for Annotation [8], and cluster analysis was performed using cluster software and Java treeview software. 

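Secreted proteins that changed were mostly higher in the Vibrio library, as their GO terms show. The authors' deposited comparison of the libraries gives GO terms directly to unigenes, and only those direct terms could be counted here, without the terms above them in the ontology. Of the differentially expressed unigenes 1156 had a cellular component term, 1171 a molecular function term and 1140 a biological process term. The background held 25088, 24640 and 23962 unigenes, counted over all unigenes with a read in either library. The comparison thus gives terms to more unigenes than the annotation, where 18216 had a GO term. Of 567 unigenes with the term extracellular region part 66 were differentially expressed, 55 higher and 11 lower. All 16 of the 130 unigenes under extracellular region that passed were higher. Under glucose metabolic process 12 of 70 passed, 5 higher and 7 lower.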

GO analysis of the transcriptome revealed 12 cellular component subcategories, 16 molecular function subcategories, and 42 biological process subcategories (P value <0.05) (Additional file 1: Table S2). 

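Few differentially expressed unigenes carried the hydrolase term itself. The term hydrolase activity was given directly to 237 unigenes, of which 7 were higher and 4 lower, a share close to that of all unigenes (ratio of shares 0.980). Cytoskeletal protein binding, a term of proteins that attach to actin or tubulin, was given to 704 unigenes, of which 57 were lower and 18 higher (ratio of shares 2.24). Pyrophosphatase activity was given to 97, of which 3 were higher and 2 lower.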

The largest subcategory in the molecular function group was ‘hydrolase activity’, which was represented by 24.9% of the clustered genes. In the cellular component and biological process categories, ‘cytoskeleton’ and ‘small molecule metabolic process’ were the most abundant GO terms, making up 15.3% and 19.5% of each cluster, respectively (Table 2).

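In several structural terms of muscle most of the unigenes that passed were lower in the Vibrio library, while most members did not pass. All GO counts use scaling by total reads, under which lower unigenes outnumbered higher ones, and were not repeated with TMM factors. All 38 differentially expressed unigenes of the myosin complex, out of 108 with this term, were lower, and so were all 16 of contractile fiber (of 55), all 9 of sarcomere (of 46) and all 9 of striated muscle thin filament (of 23). Under muscle contraction 17 of 136 unigenes were lower and 1 was higher, and under actin cytoskeleton 15 of 256 were lower and 3 higher, whereas muscle system process held 10 lower and 7 higher of 146. The broad term cytoskeleton held 16 higher and 16 lower unigenes of 501. Small molecule metabolic process, given directly to 30 unigenes, held 4 higher ones and no lower one. The ratio of the share among differentially expressed unigenes to that among all was 7.64 for the myosin complex, 8.49 for the thin filament, 6.31 for contractile fiber, 1.39 for cytoskeleton and 2.80 for small molecule metabolic process.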

**Table 2:** **Gene ontology analysis of** ***Epinephelus coioides*** **larvae**

**Cellular component**			
Gene Ontology term	Cluster frequency	Genome frequency of use	Corrected P-value
Myosin complex	45 out of 1129 genes, 4.0%	162 out of 28794 genes, 0.6%	1.46E-23
Actin cytoskeleton	79 out of 1129 genes, 7.0%	656 out of 28794 genes, 2.3%	1.62E-16
Contractile fiber	59 out of 1129 genes, 5.2%	501 out of 28794 genes, 1.7%	1.28E-11
Extracellular region	106 out of 1129 genes, 9.4%	1483 out of 28794 genes, 5.2%	3.55E-07
Myofibril	43 out of 1129 genes, 3.8%	433 out of 28794 genes, 1.5%	6.02E-06
Sarcomere	36 out of 1129 genes, 3.2%	327 out of 28794 genes, 1.1%	6.05E-06
Contractile fiber part	36 out of 1129 genes, 3.2%	332 out of 28794 genes, 1.2%	8.94E-06
Cytoskeleton	173 out of 1129 genes, 15.3%	3012 out of 28794 genes, 10.5%	3.39E-05
Extracellular region part	92 out of 1129 genes, 8.1%	1346 out of 28794 genes, 4.7%	3.53E-05
Striated muscle thin filament	9 out of 1129 genes, 0.8%	25 out of 28794 genes, 0.1%	5.28E-05
**Molecular function**			
Hydrolase activity	283 out of 1138 genes, 24.9%	5158 out of 28380 genes, 18.2%	2.08E-06
Cytoskeletal protein binding	101 out of 1138 genes, 8.9%	1398 out of 28380 genes, 4.9%	2.80E-06
Hydrolase activity, acting on acid anhydrides	132 out of 1138 genes, 11.6%	2114 out of 28380 genes, 7.4%	8.62E-05
Pyrophosphatase activity	131 out of 1138 genes, 11.5%	2097 out of 28380 genes, 7.4%	9.39E-05
**Biological process**			
Lucose metabolic process	42 out of 1105 genes, 3.8%	279 out of 27537 genes, 1.0%	2.39E-10
Hexose metabolic process	48 out of 1105 genes, 4.3%	443 out of 27537 genes, 1.6%	7.72E-07
Muscle system process	52 out of 1105 genes, 4.7%	520 out of 27537 genes, 1.9%	2.54E-06
Small molecule metabolic process	215 out of 1105 genes, 19.5%	3657 out of 27537 genes, 13.3%	4.39E-06
Protein activation cascade	11 out of 1105 genes, 1.0%	31 out of 27537 genes, 0.1%	2.49E-05
Monosaccharide metabolic process	48 out of 1105 genes, 4.3%	493 out of 27537 genes, 1.8%	2.50E-05
Muscle contraction	37 out of 1105 genes, 3.3%	328 out of 27537 genes, 1.2%	2.55E-05
Complement activation	9 out of 1105 genes, 0.8%	20 out of 27537 genes, 0.1%	4.39E-05
Alcohol metabolic process	69 out of 1105 genes, 6.2%	854 out of 27537 genes, 3.1%	4.72E-05

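Unigenes with a KEGG orthology number covered immune, metabolic and structural pathways, and 5 pathways of Table 3 were counted from these numbers. The annotation gives an orthology number for each unigene but no map of pathways, so the members of the 5 pathways were listed by their orthology definitions after the data had been examined. Of 32034 annotated unigenes with a read in either library, 1735 were differentially expressed. Glycolysis and gluconeogenesis held 139 unigenes, of which 15 fell and 8 rose with scaling by total reads. The median centred log2 ratio of its members was 0.27 (95% interval 0.07 to 0.58), so a typical member was not lower. This median weighs rare and abundant unigenes alike. The fixed list of glycolysis and muscle energy took 4.07% of the reads of the Vibrio library and 7.89% of those of the TSB library, in part because of the ribosomal RNA in the Vibrio total. The enzymes that fell include muscle forms, such as muscle phosphoglycerate mutase 2 (Unigene37609) and muscle type 6-phosphofructokinase (Unigene36947), each with a centred log2 ratio of -1.79. Phosphoenolpyruvate carboxykinase, an enzyme of glucose formation in the liver, rose by 1.31 and the liver form of pyruvate kinase by 1.36. These enzymes were chosen after their values were seen. The pathway's share of the differentially expressed unigenes was 3.06 times (95% exact binomial interval 1.94 to 4.57) its share of all annotated ones.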

KEGG mapping identified a total of 32,664 genes, including 1,504 DEG in 12 categories (P value <0.05) (Additional file 1: Table S3). 

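Many complement transcripts were higher in the Vibrio than in the TSB library, among them components of the lytic pore. C3 (CL1433.Contig1) was 10.7-fold higher in the Vibrio library with 15004 reads against 1625 (centred log2 ratio 3.42, 95% counting interval 3.35 to 3.50), and factor B (Unigene36761), the protease of the alternative pathway, was 13.8-fold higher with 6501 against 549. The components of the membrane attack complex rose by similar amounts: C5 4.39-fold, C6 4.91-fold, C7 5.54-fold, C8 beta 4.38-fold and C9 5.67-fold. In the classical and lectin branches C4 (Unigene57760) was 4.41-fold and a C1q-like protein (CL11.Contig1) 3.67-fold higher, whereas MASP1 (Unigene100678) had a centred log2 ratio of 0.40 (-0.28 to 1.09) and did not pass. The inhibitors rose as well, with C1 inhibitor 7.34-fold, factor H (Unigene36382) 5.72-fold and factor I (Unigene16320) 3.06-fold higher. By quantitative PCR the paper reports rises at 24 h for C4, C5, C6, C8 and C9. For C3, factor B, C7, factor H and factor I it reports rises at earlier times only, and for C1 inhibitor none. Of the 20 complement-related genes of the paper that were matched in the annotation, 18 were higher, 1 lower (spondin-2, which fell by 0.82 and did not pass with TMM factors) and 1 did not pass. In the complement and coagulation cascades 56 unigenes were higher and 9 lower of 274, and all 8 differentially expressed unigenes of C3 and all 6 of factor H were among the higher. The Staphylococcus aureus infection pathway held 37 higher and 13 lower of 179. Of its 13 lower unigenes 5 were type I keratins, proteins of the epidermis, and 3 were MHC class II. From the fixed lists, 42 of 89 complement unigenes rose, 2 fell and 45 did not pass (46 rose when adjusted over the list alone), at a median centred log2 ratio of 1.84 (95% interval 1.44 to 2.29). Of 67 coagulation and fibrinolysis unigenes 4 rose, 2 fell and 61 did not pass (5 and 3 when adjusted over the list alone), with a median of 0.64, and fibrinogen alpha was 2.63-fold and factor V 3.09-fold higher. Both medians lay at the percentile 100 of matched random lists. Relative to the assembly library 23 complement unigenes were higher and 6 lower in the Vibrio library, and the TSB library lay below the assembly library with a median of -0.89. Of the paper's matched genes 8 were higher against the assembly library, with uncentred log2 ratios of 1.16 for C3 and 1.22 for C7, whereas C5 (-0.05), C6 (0.20), C8 beta (0.45) and C9 (0.70) did not pass. When unigenes with the same best Nr hit were summed, 25 genes of the fixed complement list were higher, and with an assumed biological coefficient of variation of 0.4 none of that list and 2 unigenes of the pathway passed.

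**Figure D2:**
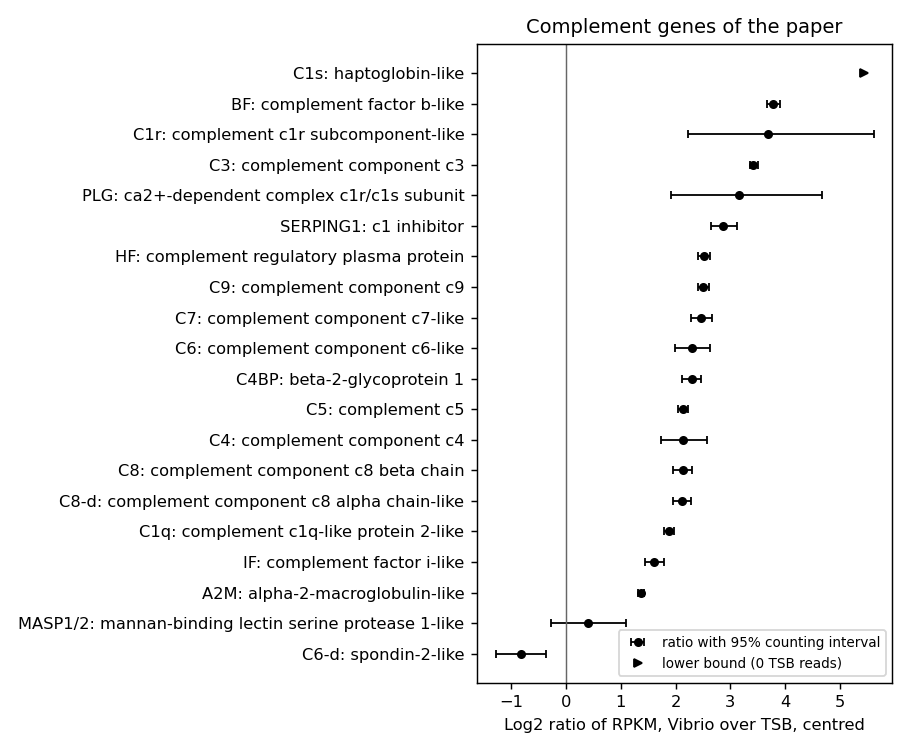
Log2 ratio of RPKM between the Vibrio and the TSB library at 24 h, centred on all unigenes, for the complement-related genes that the paper names, with 95% counting intervals (points) or as a lower bound where the TSB library had 0 reads (triangle). Factor B lies at 3.78, C3 at 3.42 and the membrane attack complex components from 2.11 upward, and MASP1/2 crosses 0.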

The complement and coagulation cascade signaling pathways and *Staphylococcus aureus* infection signaling pathway were significantly affected by infection; expression of 60 genes related to the complement and coagulation cascades and 44 genes related to the *Staphylococcus aureus* infection signaling pathway was altered. 

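Lectins of the phagosome changed in both directions, and several transcripts of MHC class II presentation were lower. The macrophage mannose receptor (Unigene50053) was 7.09-fold higher in the Vibrio library with 1013 reads against 166, and of 15 differentially expressed unigenes with its orthology number 11 were higher and 4 lower. A lactose-binding lectin (CL206.Contig1) was 17.5-fold higher, an L-rhamnose-binding lectin (Unigene98245) fell by 2.52 and nattectin (Unigene36683), on its unigene with most reads, had a centred log2 ratio of 0.00. Other nattectin unigenes, chosen after their values were seen, were higher, Unigene50037 by 2.61 and Unigene48521, with 815 reads against 3, by 8.30. The invariant chain (CL465.Contig1), which escorts MHC class II molecules to the endosome, fell by 0.85 on the centred log2 scale, MHC class II alpha (Unigene13749) fell by 0.90 and the beta chain (Unigene37123) by 0.97. A unigene described as MHC class II antigen (Unigene35772), whose orthology number is that of the invariant chain, fell by 0.80. Of these 4, only the beta chain still passed with TMM factors. A further MHC class II alpha chain (CL1840.Contig1), chosen after its values were seen, had 20 reads against 103 and fell by 2.15. Cathepsin L, a protease of the lysosome, was 3.85-fold higher on Unigene14826, and on Unigene34982, with most reads, the centred log2 ratio was 0.27. In the phagosome pathway 44 unigenes were higher and 17 lower of 528. The differentially expressed unigene with most reads, listed there as actin, is the ribosomal RNA unigene described as CDH1-D, and the other 5 actin unigenes had centred log2 ratios from -1.05 to -0.73. In antigen processing and presentation 7 were higher and 15 lower of 141, and 6 of the lower ones were heat shock 70 kDa proteins. From the fixed lists, 11 of 110 phagosome and lysosome unigenes rose, 2 fell and 97 did not pass (12 and 3 when adjusted over the list alone), 7 of 73 antigen processing and presentation unigenes rose, 7 fell and 59 did not pass (7 and 8 when adjusted over the list alone), and 5 of 64 leukocyte markers rose, 4 fell and 55 did not pass, the same when adjusted over the list alone. Their median centred log2 ratios were 0.34, 0.11 and 0.19, at the percentiles 100, 95.5 and 96.6 of matched random lists. Against the assembly library the order differs: the invariant chain was higher in the Vibrio library by a log2 ratio of 1.28 and the antigen list had a median of 0.78, with 0.66 for the TSB library. With TMM factors 3 unigenes of the antigen list fell.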

Other affected immune-related pathways included the phagosome signaling pathway and the antigen processing and presentation signaling pathway, which included 55 and 20 genes, respectively (Table 3).

**Table 3:** **KEGG pathway enrichment analysis of** ***Epinephelus coioides*** **larvae**

List	KEGG pathway	NGS with pathway annotation (1504)	All genes with pathway annotation (32664)	P-value	Q-value	Pathway ID
	**Metabolism**					
	**Carbohydrate metabolism**					
**12**	Glycolysis/Gluconeogenesis	25 (1.66%)	173 (0.53%)	4.10E-07	7.42E-06	ko00010
**18**	Starch and sucrose metabolism	21 (1.4%)	167 (0.51%)	2.98E-05	3.59E-04	ko00500
	**Cellular processes**					
	**Cell communication**					
**9**	Tight junction	112 (7.45%)	1224 (3.75%)	3.60E-12	8.68E-11	ko04530
	**Transport and catabolism**					
**15**	Phagosome	55 (3.66%)	651 (1.99%)	1.27E-05	1.84E-04	ko04145
	**Cell motility**					
**16**	Regulation of actin cytoskeleton	98 (6.52%)	1387 (4.25%)	1.81E-05	2.45E-04	ko04810
	**Organismal systems**					
	**Circulatory system**					
**1**	Cardiac muscle contraction	108 (7.18%)	742 (2.27%)	1.81E-26	3.94E-24	ko04260
**11**	Vascular smooth muscle contraction	88 (5.85%)	988 (3.02%)	2.97E-09	5.86E-08	ko04270
	**Digestive system**					
**2**	Protein digestion and absorption	91 (6.05%)	575 (1.76%)	4.50E-25	4.88E-23	ko04974
**10**	Pancreatic secretion	70 (4.65%)	618 (1.89%)	4.61E-12	1.00E-10	ko04972
	**Immune system**					
**5**	Complement and coagulation cascades	60 (3.99%)	341 (1.04%)	3.13E-19	1.36E-17	ko04610
**17**	Antigen processing and presentation	20 (1.33%)	152 (0.47%)	2.36E-05	3.01E-04	ko04612
	**Diseases**					
	**Infectious diseases: bacterial**					
**6**	Staphylococcus aureus infection	44 (2.93%)	206 (0.63%)	1.00E-17	3.62E-16	ko05150

### Bacterial numbers in *Epinephelus coioides*larvae infected with *V. alginolyticus*

To study *V. alginolyticus* infection in grouper larvae, we calculated the colony-forming units (CFUs) in whole fish over time (Figure 2). CFUs were significantly greater in infected larvae than in control fish between 2 and 7 h post-injection. By 8 h, no significant difference was detected, and by 24 h, CFUs had returned to baseline levels.

**Figure 2:**
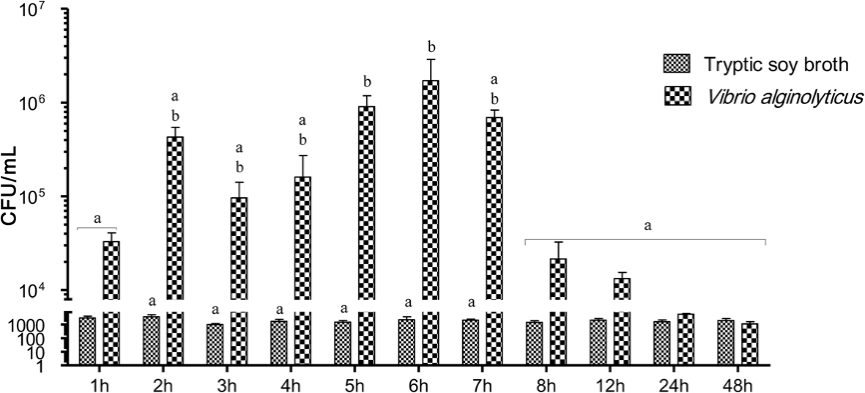
**Colony-Forming Units (CFUs) in** ***Epinephelus coioides*** **larvae infected with** ***V. alginolyticus*** **.** Larvae were injected with 1.3 × 10^6^ CFU/ml *V. alginolyticus* (20 μl per fish). Control fish were injected with Tryptic soy broth containing 1.5% NaCl. Significance was set at P < 0.05, as determined by one-way ANOVA followed by Duncan’s test.

### Analysis of immune-related signal transduction pathways in infected fish

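The complement system appeared in the GO terms as well as in the KEGG orthology numbers. The GO term complement activation was given directly to 13 unigenes, of which 7 were higher in the Vibrio library and none was lower. Its share of the differentially expressed unigenes with a biological process term was 11.3 times its share of all of them. By orthology number, 42 of the 46 differentially expressed unigenes of complement components, factors and receptors were higher.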

GO (Gene Ontology) and KEGG (Kyoto Encyclopedia of Genes and Genomes) analyses of immune factors yielded similar findings; for example, both analyses revealed that complement activation was affected by infection. However, KEGG analysis uncovered additional immune responses and clearly disrupted pathways. We thus subsequently focus on the findings of KEGG analysis. 

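The pathways differ in how far their counts exceed those of equally abundant unigenes. Random sets of annotated unigenes matched on mean RPKM held a median of 31 differentially expressed unigenes (95% range 22 to 41) where the complement and coagulation cascades held 65. They held 21 (13 to 29) where the Staphylococcus aureus infection pathway held 50, and both observed counts lay at the percentile 100 of 10000 sets. Of these 50, 37 also belong to the complement and coagulation cascades, so the results overlap. For the phagosome the random median was 49 (37 to 62) against 61, at the percentile 96.4. For antigen processing and presentation it was 16 (9 to 24) against 22, at the percentile 92.7, and for glycolysis and gluconeogenesis 18 (11 to 26) against 23, at 89.4. The ratio of the share among differentially expressed unigenes to that among all annotated ones was 4.38 (95% exact binomial interval 3.39 to 5.55) for complement and coagulation, 5.16 (3.84 to 6.77) for Staphylococcus aureus infection, 2.13 (1.64 to 2.73) for the phagosome and 2.88 (1.81 to 4.35) for antigen processing and presentation. Unigenes are not replicates, so no p-value is given. The paper had found these pathways enriched in the same libraries, so high percentiles and ratios here are no independent support. Summed by best Nr hit, the ratio for the phagosome was 1.37. The paper reasons that complement was found by both kinds of annotation while KEGG gave further immune responses, and on this ground it focuses on the KEGG pathways.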

Based on KEGG analysis, we selected the following pathways for analysis: complement and coagulation cascades with a p-value of 3.13 × 10^−19^ (Additional file 2: Figure S1), the *Staphylococcus aureus* infection pathway with a p-value of 1 × 10^−17^ (Additional file 3: Figure S2), the phagosome pathway with a p-value of 1.27 × 10^−5^ (Additional file 4: Figure S3), and the antigen processing and presentation pathway with a p-value of 2.35 × 10^−5^ (Additional file 5: Figure S4). These pathways are part of the teleost immune response. We combined the *Staphylococcus aureus* infection pathway with the complement and coagulation cascades (henceforth referred to as the complement-related pathway), and the phagosome pathway with the antigen processing and presentation pathway (henceforth referred to as the phagocytosis-related pathway), designed primers against unigenes involved in these processes based on the transcriptome sequences, and examined RNA expression by real-time qPCR, as described below.

### Analysis of gene expression in the complement-related pathway

As shown in Figures 3 and 4 and Additional file 1: Table S4, we examined the effect of infection on the expression of genes involved in the complement-related pathway by qPCR; the gene names given in the figures are the abbreviations used in KEGG. The complement factor B-like (BF) gene was significantly up-regulated between 3 h and 12 h as compared to the control (Figure 3B), while the C2r subcomponent-like (C2r) gene was significantly down-regulated at 2 h and 3 h (Figure 3C). The complement C1q-like protein 2 (C1q) (Figure 3D) and complement C1r subcomponent-like (C1r) (Figure 3E) genes were significantly elevated in infected larvae at 8 h and 4 h, respectively. Both the haptoglobin-like (C1s) (Figure 3F) and complement component C3 (C3) (Figure 3G) genes were up-regulated between 4 h and 8 h in infected fish. The complement C4-like (C4) gene exhibited an erratic pattern, with up-regulation observed in infected fish at 4 h, 5 h, 7 h, 8 h, and 24 h (Figure 3H). The beta-2-glycoprotein 1 precursor (C4BP) gene was also up-regulated at various time points (5 h, 8 h, 12 h, and 24 h) (Figure 3I). Expression levels of the complement C5 (C5) (Figure 3J) and complement component C6-like (C6) (Figure 3K) genes were significantly increased between 8 h and 24 h, and 4 h to 24 h, respectively. Levels of the Spondin-2-like (C6-d) gene were significantly increased at 1 h, 5 h, 6 h, and 7 h (Figure 3L).The complement component C7-like (C7) gene was significantly elevated between 4 h and 16 h (Figure 4A), and the complement component C8 beta (C8) gene was up-regulated at 5 h, 8 h, 12 h, 16 h, and 24 h in infected fish (Figure 4B). Both the complement component C8 alpha chain-like (C8-d) (Figure 4C) and the complement component C9 (C9) (Figure 4D) genes were significantly increased between 4 h and 24 h. On the other hand, the mannan-binding lectin serine protease 1 (MASP1/2) gene was significantly down-regulated between 2 h and 4 h (Figure 4F). The complement regulatory plasma protein (HF) (Figure 4G) and complement factor I-like (IF) (Figure 4H) genes were significantly up-regulated between 5 h and 8 h, and between 2 h and 16 h, respectively. Finally, the Ca2 + −dependent complex C1r/C1s subunit (PLG) gene exhibited both up- and down-regulation, at 1 h and 7 h, respectively (Figure 4I). Expression levels of alpha-2-macroglobulin-like (A2M) (Figure 3A), decay accelerating factor (DAF) (Figure 4E), and minus strand C1 inhibitor (SERPING1) (Figure 4J) were unaffected by infection. Certain genes were affected in a time-dependent manner, i.e., BF, C1s, C3, C5, C6, C7, C8-d, C9, HF, and IF.

**Figure 3:**
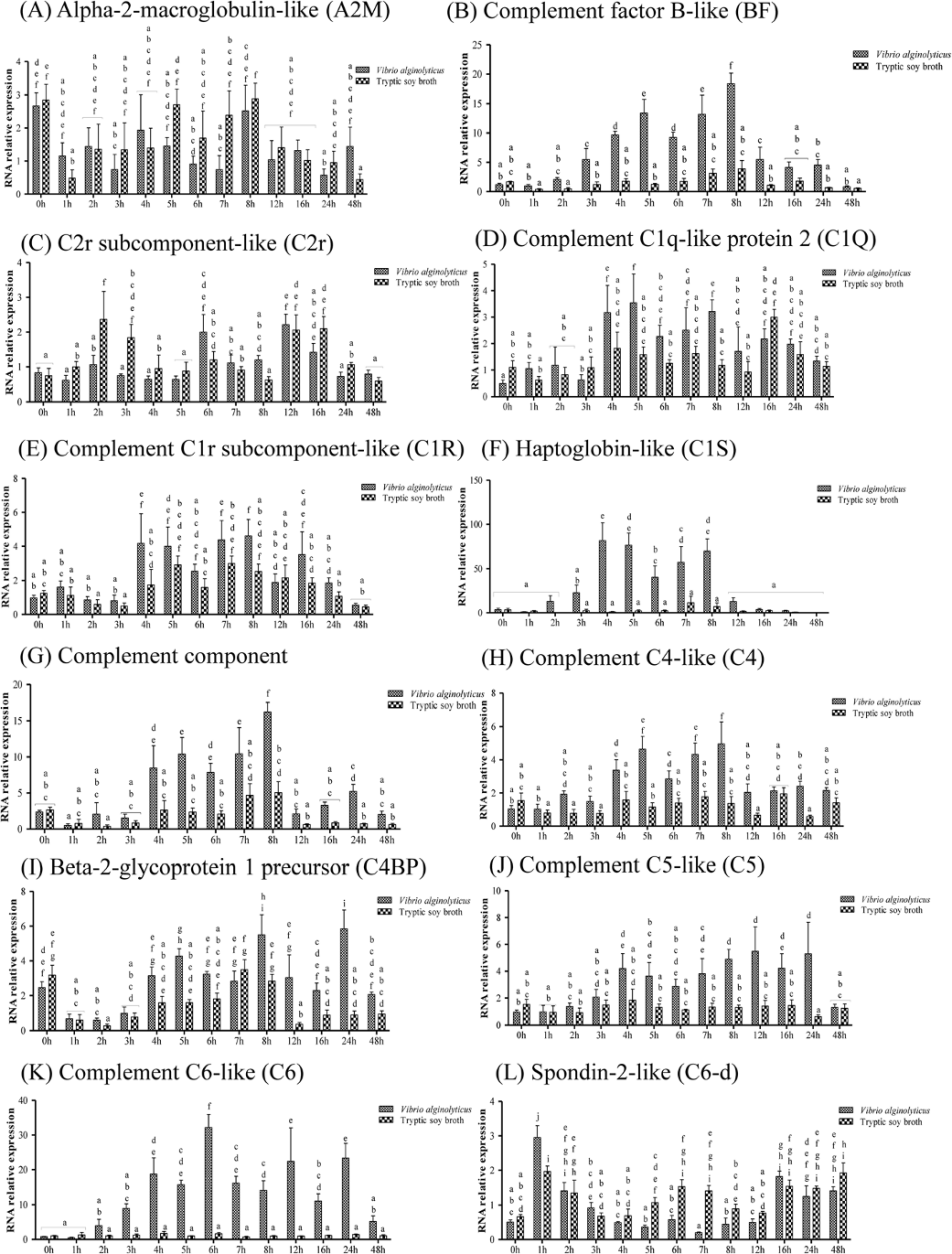
**Complement-related pathway gene expression in controls and grouper challenged with 1.3 × 10** ^**6**^ **CFU/ml (20 μl/fish)** ***Vibrio alginolyticus*** **, as determined by qRT-PCR. (** ***A*** **)** A2M, **(** ***B*** **)** BF, **(** ***C*** **)** CR2, **(** ***D*** **)** C1q, **(** ***E*** **)** C1r, **(** ***F*** **)** C1s, **(** ***G*** **)** C3, **(** ***H*** **)** C4, **(** ***I*** **)** C4BP, **(** ***J*** **)** C5, **(** ***K*** **)** C6, and **(** ***L*** **)** C6-d. Values are presented as the mean ± SEM (n = 5). Values with different letters differ significantly. Significance was set at P < 0.05, as determined by one-way ANOVA followed by Duncan’s test.

**Figure 4:**
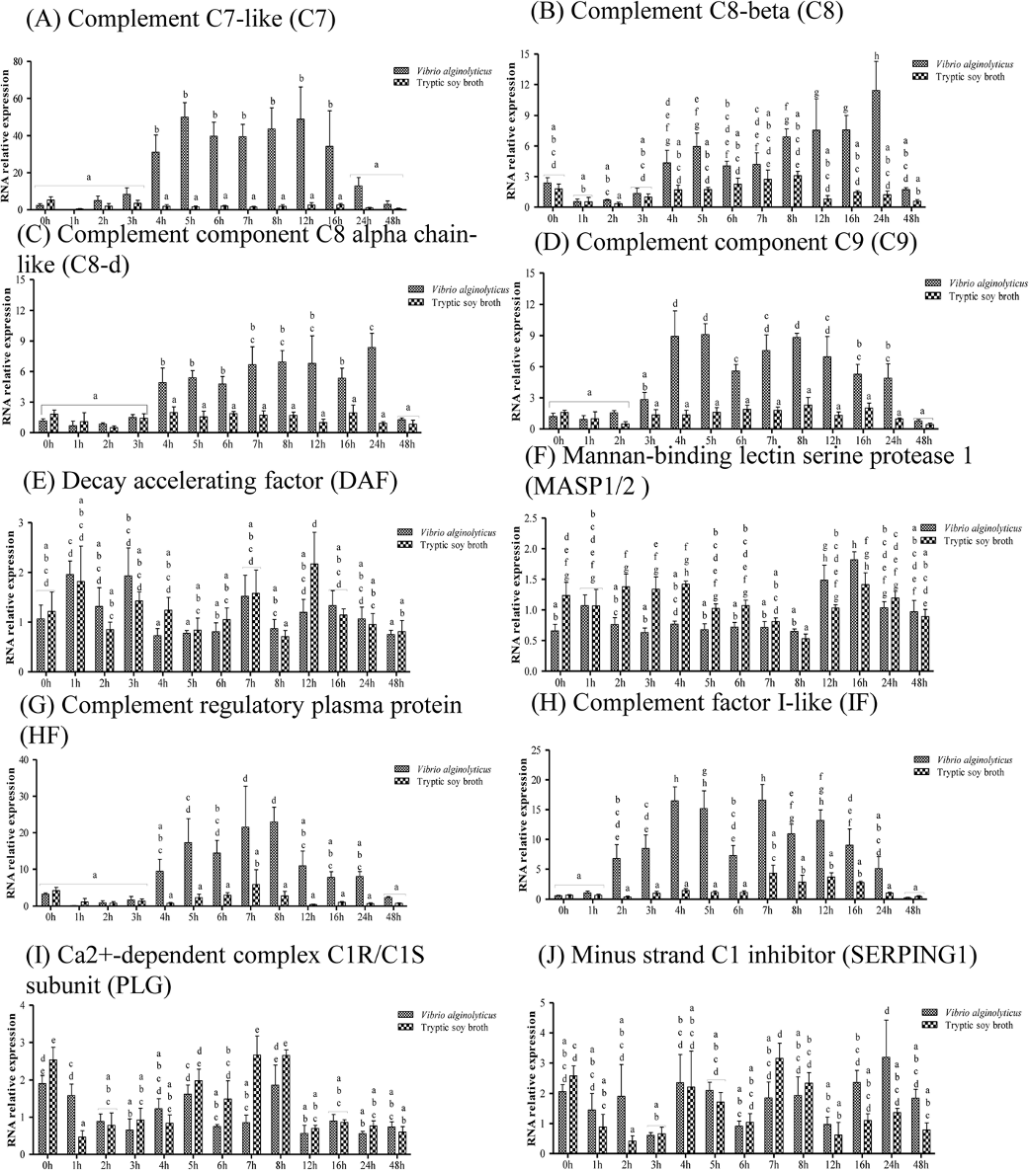
**Complement-related pathway gene expression in controls and grouper challenged with 1.3 × 10** ^**6**^ **CFU/ml (20 μl/fish)** ***Vibrio alginolyticus*** **, as determined by qRT-PCR. (** ***A*** **)** C7, **(** ***B*** **)** C8, **(** ***C*** **)** C8-d, **(** ***D*** **)** C9, **(** ***E*** **)** DAF, **(** ***F*** **)** MASP1/2, **(** ***G*** **)** HF, **(** ***H*** **)** IF **(** ***I*** **)** PLG, and **(** ***J*** **)** SERPING1. Values are presented as the mean ± SEM (n = 5). Values with different letters differ significantly. Significance was set at P < 0.05, as determined by one-way ANOVA followed by Duncan’s test.

### Analysis of gene expression in the phagocytosis-related pathway

The effect of infection on the expression of genes in the phagocytosis-related pathway was more erratic than that on genes of the complement-related pathway (Additional file 1: Table S5). The protein HEG-like (αVβ5) (Figure 5C) and Calnexin-like (Calnexin) (Figure 5D) genes were significantly up-regulated by infection at 5 h and 7 h, respectively. Cathepsin L precursor (Cathepsin) gene was up-regulated between 5 h and 7 h (Figure 5E), while the lactose-binding lectin l-2-like (Collectins) gene was up-regulated at 6 h only (Figure 4F). Expression of the type II antifreeze protein I (DCSIGN) gene was elevated at 24 h and 48 h (Figure 5G), that of the early endosome antigen 1 (EEA1) gene at 16 h and 24 h (Figure 5J), and that of the CDH1-D (F-actin) gene at 12 h (Figure 5K).The heat shock 70 kDa protein 14-like (HSP70) gene was significantly up-regulated by infection at 6 h (Figure 6A), and the invariant chain-like protein (Ii-d) gene at 3 h (Figure 6B). The lysosomal membrane glycoprotein 2 precursor (LAMP) gene was up-regulated at both 7 h and 8 h (Figure 6C). The beta-centractin-like (MHCI) gene was also up-regulated at 3 h (Figure 6D), while the eosinophil peroxidase-like (MPO-d) gene was down-regulated at 16 h (Figure 6F). Infection increased expression of the macrophage mannose receptor 1-like (MR) gene between 5 h and 8 h (Figure 6G), the tapasin-like (TAPBP) gene at 5 h and 6 h (Figure 6J), and the transferrin receptor 1a (TfR) gene at 4 h (Figure 6K). Finally, the tubulin, beta 5 (TUBB) gene was significantly down-regulated at 8 h and 16 h (Figure 6L). Infection did not affect the expression levels of Integrin, alpha V (αVβ3) (Figure 5A), Integrin beta-3-like (αVβ3-2) (Figure 5B), Nattectin (DCSIGN2) (Figure 5H), Cytoplasmic dynein 1 heavy chain 1-like isoform 2 (Dynein) (Figure 5I), Beta-centractin-like (F-actin-d) (Figure 5L), COP9 signalosome complex subunit 7a-like (MHCII) (Figure 6E), L-rhamnose-binding lectin CSL2-like (MR-d) (Figure 6H), or Nuclear transcription factor Y subunit alpha-like (NFY) genes (Figure 6I).

**Figure 5:**
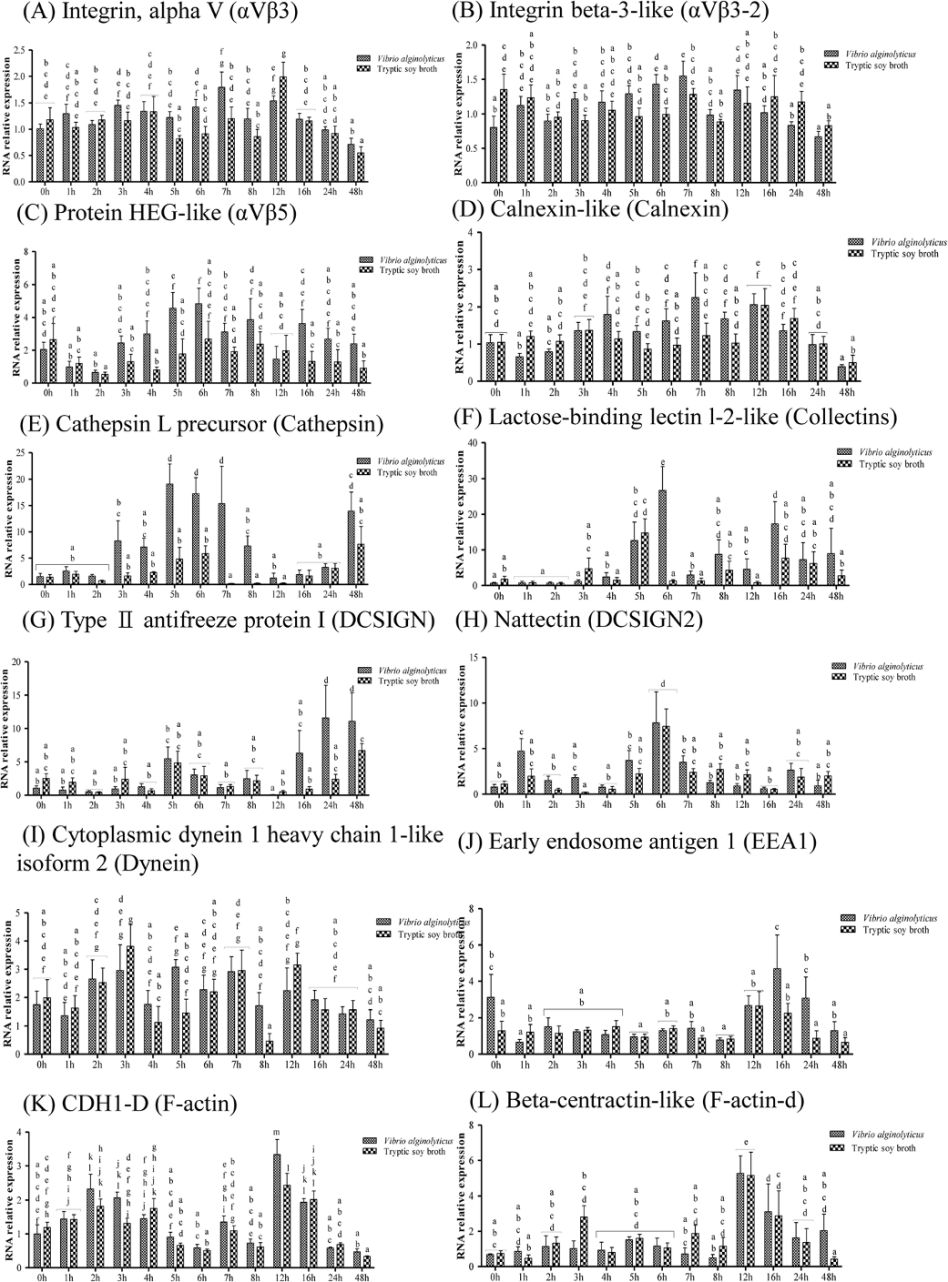
**Phagocytosis-related pathway gene expression in controls and grouper challenged with 1.3 × 10** ^**6**^ **CFU/ml (20 μl/fish)** ***Vibrio alginolyticus*** **, as determined by qRT-PCR. (** ***A*** **)** αVβ3, **(** ***B*** **)** αVβ3-2, **(** ***C*** **)** αVβ5, **(** ***D*** **)** Calnexin, **(** ***E*** **)** Cathepsin, **(** ***F*** **)** Collectins, **(** ***G*** **)** DCSIGN, **(** ***H*** **)** DCSIGN2, **(** ***I*** **)** Dynein, **(** ***J*** **)** EEA1, **(** ***K*** **)** F-actin, and **(** ***L*** **)** F-actin-d. Values with different letters differ significantly. Values are presented as the mean ± SEM (n = 5). Significance was set at P < 0.05, as determined by one-way ANOVA followed by Duncan’s test.

**Figure 6:**
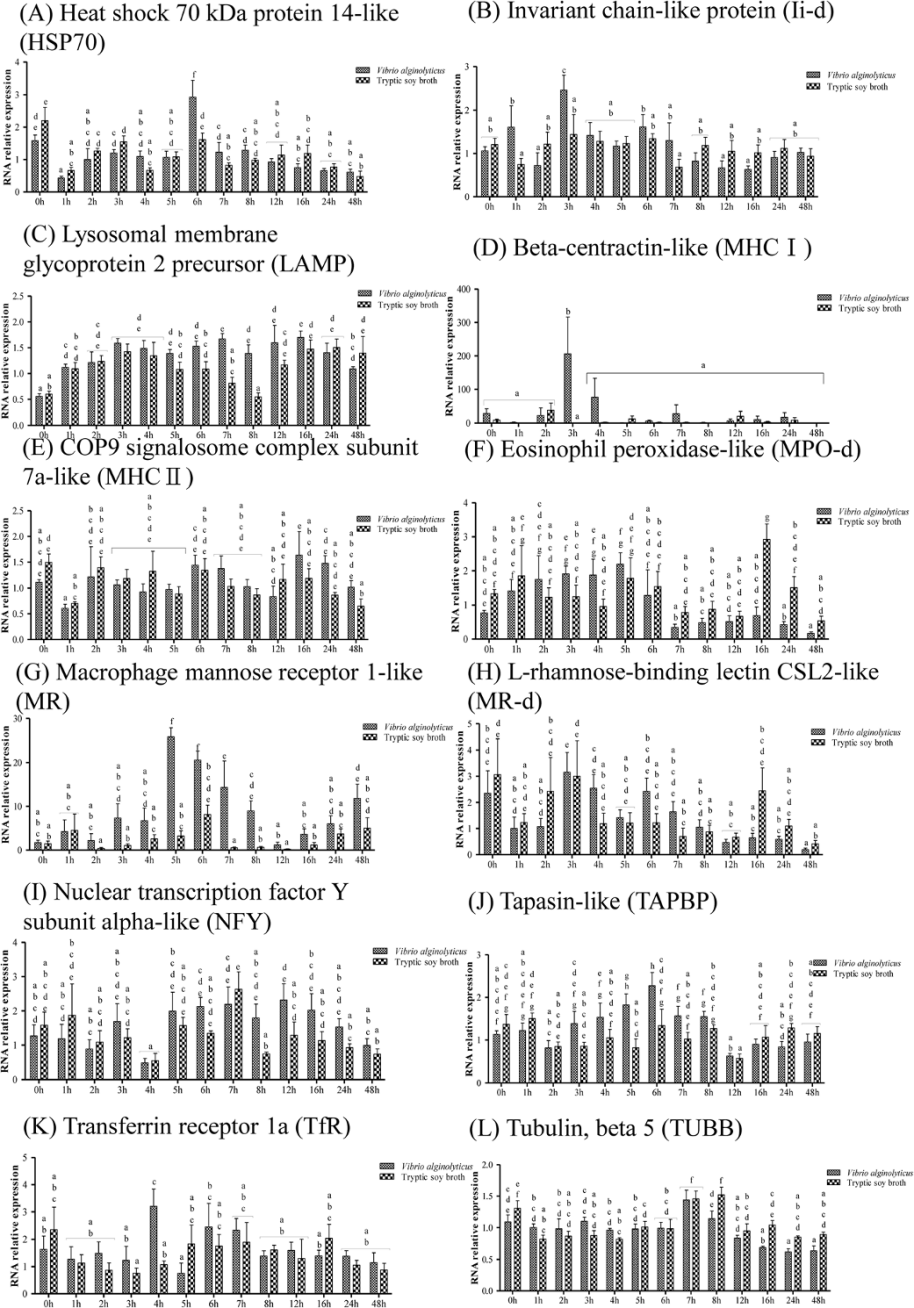
**Phagocytosis-related gene expression in controls and grouper challenged with 1.3 × 10** ^**6**^ **CFU/ml (20 μl/fish)** ***Vibrio alginolyticus*** **, as determined by qRT-PCR. (** ***A*** **)** HSP70, **(** ***B*** **)** Ii-d, **(** ***C*** **)** LAMP, **(** ***D*** **)** MHCI, **(** ***E*** **)** MHCII, **(** ***F*** **)** MPO-d, **(** ***G*** **)** MR, **(** ***H*** **)** MR-d, **(** ***I*** **)** NFY, **(** ***J*** **)** TAPBP, **(** ***K*** **)** TfR, and **(** ***L*** **)** TUBB Values are presented as the mean ± SEM (n = 5). Values with different letters differ significantly. Significance was set at P < 0.05, as determined by one-way ANOVA followed by Duncan’s test.

### Analysis of antimicrobial peptide gene expression

The innate immune response includes antimicrobial peptides, which can damage bacterial membranes. We identified three antimicrobial peptide genes in the transcriptome library, and analyzed their expression in infected larvae over time (Additional file 1: Table S6). 

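Hepcidin transcripts were far more abundant in the Vibrio than in the TSB library, and piscidins were not. Hepcidin is a small peptide of the liver that acts on bacteria and on iron transport. Its 5 unigenes together had 3767 reads in the Vibrio library and 117 in the TSB library, a centred log2 ratio of 5.22 (95% counting interval 4.96 to 5.50), and all 5 rose. The unigenes hepcidin 1 (Unigene35929, Unigene35931) had 1595 and 1396 reads in the Vibrio library and hepcidin 2 (Unigene35932) had 264, and all had 0 reads in the TSB library, as had Unigene8993 with 16 reads in the Vibrio library. The first 3 are at least 617-fold, 540-fold and 102-fold higher, with the TSB library set at 3 reads. The remaining TSB reads were all on Unigene90726, at 496 reads against 117 (4.92-fold). Against the assembly library both hepcidin 1 unigenes were higher by uncentred log2 ratios of 1.83 and 5.86, whereas hepcidin 2 (-0.06) and Unigene8993 (0.94) did not pass. Liver-expressed antimicrobial peptide 2 (LEAP2; LAP2 in the paper) had 72 reads against 26 over 2 unigenes, a centred log2 ratio of 1.69 (1.02 to 2.39), and 1 of them rose. The 4 piscidin unigenes, peptides of fish mast cells and gills, had 280 reads against 351, a ratio of -0.11 (-0.34 to 0.12), and none passed. Those described as piscidin-4 went in opposite directions, at -0.68 (-1.06 to -0.32) for Unigene14539 and 0.66 (0.20 to 1.11) for Unigene15841. The fixed list of antimicrobial peptides and lysozymes held 19 unigenes, of which 7 rose, 2 fell and 10 did not pass, the same when adjusted over the list alone, with lysozyme C (CL608.Contig1) 3.69-fold higher. Of 29 iron handling unigenes 10 rose, 1 fell and 18 did not pass, also the same when adjusted over the list alone, and this list shares hepcidin and transferrin with the others. Their medians of 0.66 and 0.60 lay at the percentiles 99.9 and 99.9 of matched random lists. Paralogs such as the hepcidins can share reads, so the split of reads between them is uncertain. By quantitative PCR the paper reports hepcidin higher only at times before 24 h, and LAP2 unaffected.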

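Epinecidin-1 (Unigene15268), a membrane-active peptide of grouper related to the piscidins, had 53 reads in the Vibrio library and 78 in the TSB library. This is an RPKM of 12.0 against 18.5 and a centred log2 ratio of -0.34 (95% counting interval -0.87 to 0.18), which did not pass the thresholds. With so few reads the interval excludes a rise like that of hepcidin but not a moderate fall. The assembly library had an RPKM of 16.4.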

Interestingly, expression of the antimicrobial peptide Epinecidin-1, which our laboratory previously isolated from *Epinephelus coioides*[9], was unaffected (data not shown). The sequence of epinecidin-1 is similar to that of piscidin (54% identity), and these two peptides were found to have similar effects. However, here we focused on the three antimicrobial peptide genes in our transcriptome database.

The hepcidin-like antimicrobial peptide precursor (Hepcidin) gene was significantly up-regulated by infection from 4 h to 8 h (Figure 7A), while the liver-expressed antimicrobial peptide 2-like (LAP2) was unaffected (Figure 7B). Conversely, the Piscidin-like antimicrobial peptide precursor (Piscidin) gene was significantly down-regulated at 8 h (Figure 7C). These findings suggest that *Epinephelus coioides* is dependent on innate immunity to defend against *V. alginolyticus* infection.

**Figure 7:**
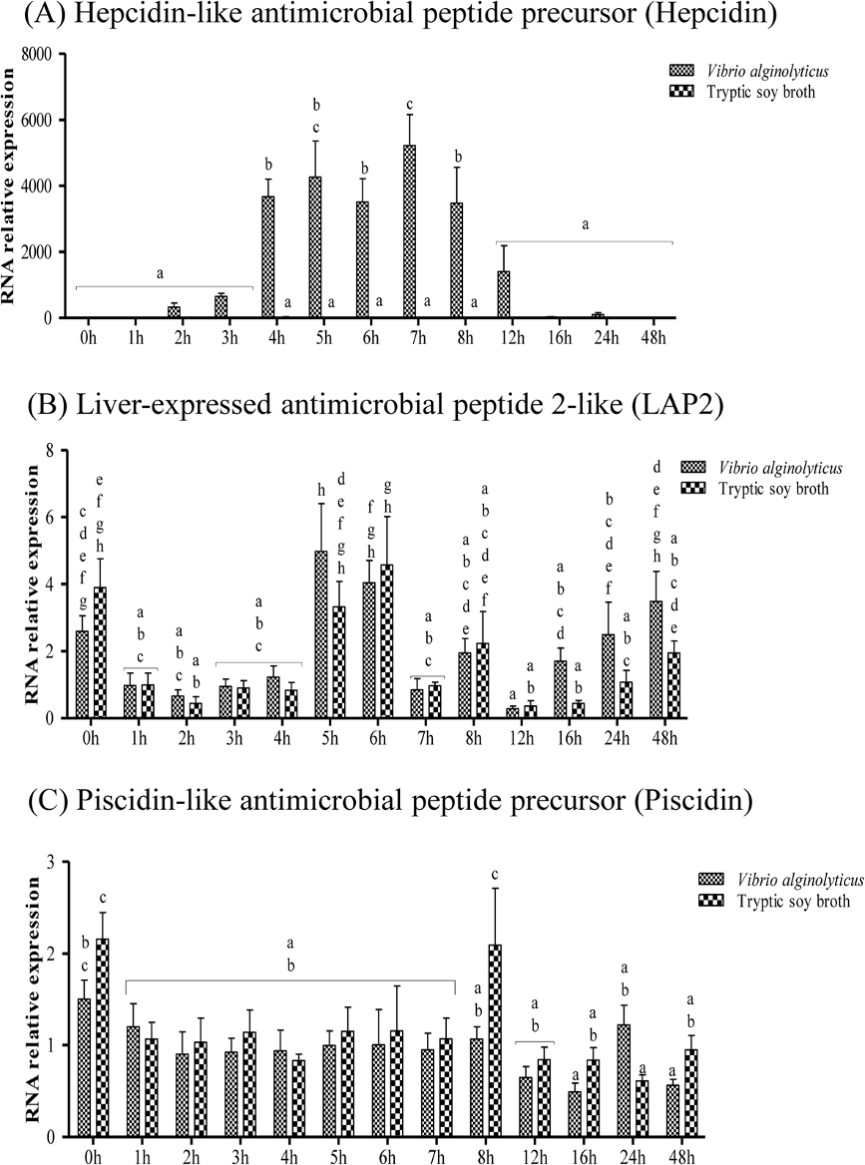
**Antimicrobial peptide gene expression in control and grouper challenged with 1.3 × 10** ^**6**^ **CFU/ml (20 μl/fish)** ***Vibrio alginolyticus*** **, as determined by qRT-PCR. (** ***A*** **)** Hepcidin, **(** ***B*** **)** LAP2, and **(** ***C*** **)** Piscidin. Values are presented as the mean ± SEM (n = 5). Values with different letters differ significantly. Significance was set at P < 0.05, as determined by one-way ANOVA followed by Duncan’s test.

### Analysis of the complement- and phagocytosis-related pathways by KEGG

As described above, we combined the complement and coagulation cascades with the *Staphylococcus aureus* infection pathway to form the complement-related pathway (Additional file 6: Figure S5A), and the phagosome pathway with the antigen processing and presentation pathway to form the phagocytosis-related pathway (Additional file 6: Figure S5B). 

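The pathways that were combined share many of their members. The complement and coagulation cascades and the Staphylococcus aureus infection pathway had 98 unigenes in common, of which 37 were differentially expressed, among them C3, factor B, factor H, factor I and C5. The phagosome and the antigen processing and presentation pathway had 57 in common, of which 10 were differentially expressed, including the MHC class II unigenes, cathepsin L and calnexin. The Staphylococcus aureus infection pathway and the phagosome shared 37 unigenes, 11 of them differentially expressed, and C3 made up 8 of these.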

The complement-related pathway transduces signals to classical pathways, the alternative pathway, and lectin pathway. All complement-related pathways involve cleavage of C3 to C3b and then to C5, in order to form a membrane attack complex (MAC) for bacterial lysis. The phagocytosis pathway uses nitric oxide synthase to produce NO via the phagosome, which then digests the bacterium and presents the antigen fragment, thereby activating MHCI and MHCII to stimulate the adaptive immune system.

## Discussion

Here, we describe the use of NGS technology to uncover the response of the transcriptome of *Epinephelus coioides* larvae to infection by *V. alginolyticus*. Few studies have focused on infection of the grouper larvae stage; however, because the long dorsal fin of the larvae stage is yet to completely disappear, it makes fish of this developmental stage prone to getting trapped in nets. Furthermore, they are susceptible to dying for many reasons, including changes in water temperature, aeration rate, salinity, and illumination [10]. We constructed a transcriptome library from *Epinephelus coioides* larvae, as transcriptome profiling is a powerful method for evaluating the relative importance of gene products in a given tissue [11], and it enabled us to determine the effects of infection on gene expression at the larval stage. We deduced the immune-related signal transduction pathway from KEGG enrichment analysis. This pathway was predicted to consist of the complement and coagulation cascades, *Staphylococcus aureus* infection pathway, phagosome pathway, and antigen processing and presentation pathway. The complement system is an ancient mechanism, found in both protostome and invertebrate deuterostome species [12–14]. Like other higher vertebrates, teleost fish contain three complement pathways. Earlier studies have demonstrated that the alternative and classical pathways have a significant effect in teleost fish [15]. However, very little is known about the molecules involved in the lectin pathway in fish [16]. The complement components of fish are different to those of mammals, and some consist of multiple isoforms [17–19]. The complement pathway is known to be one of the key mechanisms for bacterial clearance in teleost fish [20, 21]; the alternative pathway can be activated by the lipopolysaccharides (LPS) of Gram-negative bacteria, enabling lysis of the bacterial cell [22]. Here, we observed that infection had time-dependent effects on several genes related to the complement pathway; however, of the genes of the phagocytosis-related pathway, only the MR and cathepsin genes were affected in a time-dependent manner. The complement factor B-like (BF) gene cleaves C3 and acts as a convertase in rainbow trout [23]. Although the C1r/C1s/MASP-like genes of grouper have not been functionally characterized, previous findings suggest that the C1s-like molecule may cleave C4 to C4a and C4b fragments in rainbow trout [15, 24].

In teleost fish, C4 plays an important role in activation of the classical pathways [15]. However, our current results indicate that C4 gene expression is not affected in a time-dependent manner by *V. alginolyticus* infection in grouper larvae. Mammalian C3 is encoded by a single gene, but almost all teleost fish studied produce multiple forms of C3 encoded by different genes [16]. In trout, carp, and seabream, these C3 isoforms exhibit different binding efficiencies to several active complements; as such, these isoforms may perform separate roles in the destruction of microbes and innate recognition [25]. In *Epinephelus coioides*, C3 may be inducible and involved in stress responses [3]. C5 is a part of the membrane attack complex (MAC), which cleaves C5 into C5a and C5b fragments [26]. The C5 gene has been partially cloned and purified from trout and seabream [27, 28], and MAC has been shown to consist of C5b, C6, C7, and the beta chains of C8 and C9 in these species [29, 30]. It has been hypothesized that complement cofactor protein (SBP1) regulates both C4b binding protein and factor H [31] in barred sand bass (*Paralabrax nebulifer*), and two factor I isotypes have been identified in carp [32]. Based on our results, we hypothesize that *V. alginolyticus* infection of orange-spotted grouper initially results in the activation of genes such as BF and IF, which mediate C3 production between 2 and 3 h post-infection. C3 is then cleaved by C3 convertase through the alternative or classical pathway at 4 h (via C1s or C4). Formation of MAC occurs between 4 and 5 h (although C5 expression is not significantly up-regulated by infection until 8 h, a non-significant increase can be observed at 4 h). Finally, MAC may clear *V. alginolyticus* before 48 h.

The phagosome and antigen processing system include phagocytic cells (granulocytes, monocytes, and macrophages), non-specific cytotoxic cells, and dendritic cells [33, 34]. From our gene expression results, it is difficult to determine how infection affects the phagocytosis-related pathway (Figure 8). However, we did observe an increase in macrophage mannose receptor (MR) expression between 5 and 8 h, and thus conclude it may be involved in the complement lectin pathway and initiated by the binding of a lectin, such as C-type lectin; it may then activate the complement pathway upon binding of a collectin to a microbial surface [35]. The MR may also be involved in the phagocytosis of yeast cells by head-kidney leucocytes in seabream (*Sparus aurata L*.) [36]. Complement component C3 has been identified in fertilized cod eggs [37], and phagocytic activity has been detected in zebrafish embryo and 2-day-post-fertilization carp embryo [38, 39].

**Figure 8:**
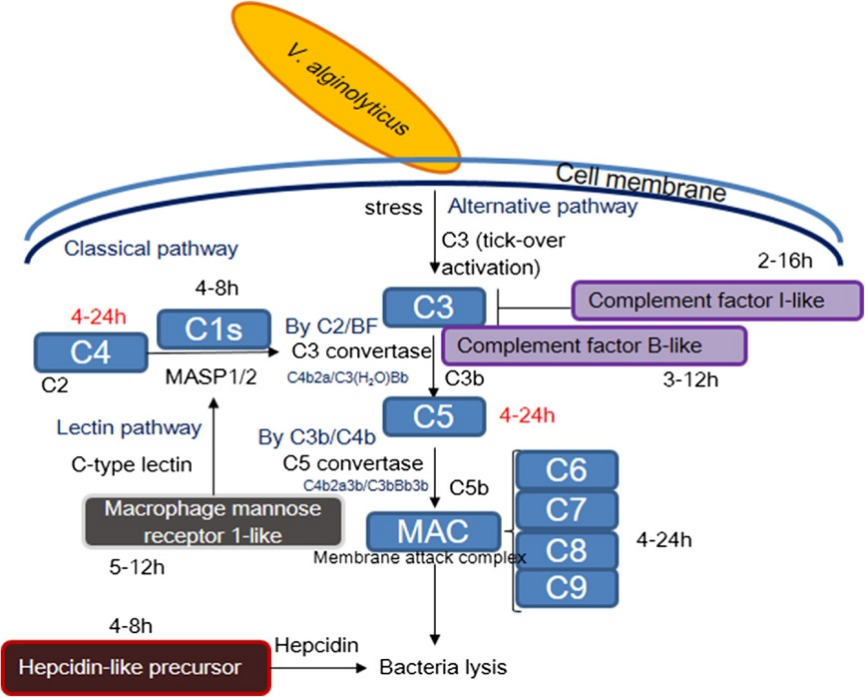
**Predicted model of the immune response of** ***Epinephelus coioides*** **larvae to** ***V. alginolyticus*** **infection.** The times (in h) besides each gene indicate the time post-*V. alginolyticus* infection at which its expression is significantly increased (red font indicates uncertainty). The classical pathway involves (i) cleavage of C4 to C3 convertase by C1s, (ii) cleavage of C3 to C3b by C3 convertase, (iii) combination of C3b with C5, (iv) cleavage of the resulting complex to C5b by C5 convertase, and (v) formation of the membrane attack complex (MAC) and lysis of *V. alginolyticus*. The lectin pathway involves C-type lectin-mediated cleavage of C4 and C2 by MASP1/2, and subsequent cleavage of C3 by C3 convertase. The alternative pathway involves cleavage of C3 by factor B; like the classical pathway, factor I acts as an inhibitor in the alternative pathway. Hepcidin may directly kill the bacterium by disrupting its membrane.

Antimicrobial peptides play important roles in the innate immune response to bacterial infection. Antimicrobial peptides range in size from 6 amino acid residues for anionic peptides, to as many as 59 amino acid residues; larger proteins possess several features of secondary structure, including α -helices, relaxed coils, and antiparallel β-sheet structures. Such features are hydrophobic, which enables water-soluble antimicrobial peptides to pass through the membrane lipid bilayer. Antimicrobial peptides kill bacteria via one of three mechanisms, known as the barrel-stave model, carpet model, and toroidal model. The barrel-stave model involves aggregation of peptides at the membrane bilayer; the hydrophobic peptide regions align to form a lipid hole like a barrel, disrupting the osmotic balance of the bacterial inner membrane. In the carpet model, the peptides are oriented parallel to the surface of the lipid bilayer, like a carpet. In the toroidal model, the peptides aggregate, and form a pore in the lipid monolayers, and the inserted peptides and the lipid head groups induce a water core line [40].

Hepcidin was first identified as a protein involved in innate immunity and iron regulation in the human liver. Teleost fish hepcidin has been previously demonstrated to be involved in both iron regulation and immunity. Seabream hepcidin is abundant in liver, skin, head-kidney, and peritoneal exudate leucocytes, and flounder hepcidin-like is distributed in liver, esophagus, and cardiac stomach. Gene expression is up-regulated by poly I:C, iron dextran, bacteria, or LPS [41, 42]. In a recent study, a four-cysteine hepcidin isoform gene, EC-hepcidin3, was cloned from *Epinephelus coioides*, and was reported to be effective against *Staphylococcus aureus* and *Pseudomonas stutzeri*[43]. Human hepcidin is induced by IL-6 [44], and we previously observed that transgenic zebrafish expressing tilapia hepcidin 2–3 had higher transcript levels of IL-10, IL-26, TLR4a, and TNF-α as compared with wild-type zebrafish [45]. The gene encoding the hepcidin-like antimicrobial peptide precursor was strongly induced by infection at 7 and 8 h, and signs of increased expression suggest that grouper larvae may be dependent on hepcidin function from 4 to 8 h.

## Conclusions

In conclusion, the present study suggests that the response of *Epinephelus coioides* larvae to *V. alginolyticus* infection is dependent on the complement pathway and antimicrobial peptides. Hepcidin, which plays important roles during the larvae stages of grouper, may also be involved in the defense against bacterial infection (Figure 8). These results may be useful to research on fish, as they suggest that the complement pathway and antimicrobial peptides may be beneficial in terms of enhancing grouper anti-bacterial defenses.

## Methods

### Fish and bacteria

*Epinephelus coioides* larvae were purchased from the Institute of Biotechnology, National Cheng Kung University Core Facility. The *Epinephelus coioides* larvae were kept in a 2 tonne FRP tank prior to bacterial infection. *Vibrio alginolyticus* were cultured as previously described [46]. The animal experimental and ethics protocol (12-12-447) was approved by the Academia Sinica Institutional Animal Care and Use Committee (IACUC) of the Institute of Cellular and Organismic Biology, Academia Sinica, Taiwan.

### Bacterial infection and colony-forming unit (CFU) counts

At 30-days-old, the whole bodies of *Epinephelus coioides* larvae with an average body length of about 1.6 ± 0.2 cm were injected with 20 μl (1.3 × 10^6^ colony-forming units (CFU)/ml) of *V. alginolyticus* in Tryptic soy broth (NaCl 1.5%). *Vibrio* were detected by spreading the culture onto thiosulfate–citrate–bile salt–sucrose agar (TCBS) plates, and incubating the plates at 28°C for 16 h; *V. alginolyticus* forms yellow colonies [46]. Control grouper were injected with TSB (NaCl 1.5%) without *V. alginolyticus*. Fish were sacrificed at 1, 2, 3, 4, 5, 6, 7, 8, 12, 24, and 48 h after infection (five fish were sacrificed at each time point for each group). Whole fish were homogenized using Lyser II (Qiagen, USA) solution, and CFU were determined as previously described [47].

### Epinephelus coioides larval RNA preparation for next generation sequencing

*Epinephelus coioides* larvae (30-days-old) were injected with *V. alginolyticus* as described in the preceding section, and fish were sacrificed at 24 h after infection. Ten wild-type *Epinephelus coioides* larvae were used to build an EST library for transcriptome analysis. RNA was extracted as previously described [48]. RNA concentrations were quantified using a Nano-Drop spectrophotometer (Thermo, USA), and quality was determined with an RNA gel, as described in *Molecular Cloning*[44]. RNA samples for real-time qPCR were extracted from fish sacrificed at 1, 2, 3, 4, 5, 6, 7, 8, 12, 24, and 48 h after infection (n = 5); three independent trials were performed.

Oligo (dT) magnetic beads were used to enrich mRNA, which were then broken into short fragments (about 200 bp) in fragmentation buffer; these fragments were then reverse transcribed into first strand cDNA using random hexamer primers. The appropriate buffer, dNTPs, RNase H, and DNA polymerase I were added to synthesize second-strand cDNA. Double-stranded cDNA was purified with the QiaQuick PCR extraction kit, and washed with EB buffer. Sequencing adaptors were ligated to the fragments. The required fragments were purified by agarose gel electrophoresis and copied by PCR amplification. The library products were prepared for sequencing analysis using an Illumina HiSeq™ 2000. Raw data were saved as fastq files. The following were removed: reads with adaptors, reads in which over 10% bases were unknown, and low quality reads (i.e., the percentage of bases of quality value ≤5 exceeds 50% in the read). Clean reads were mapped to reference sequences using SOAP aligner/soap2 [49]. The randomness of RNA fragmentation was used to construct the library, and the numbers of reads mapped to the reference sequence were calculated. The RPKM method (Reads Per kb per Million reads) was used to calculate gene expression level [50], and differentially expressed genes (DEGs) were subsequently screened for as previously described [51]. DEGs were subjected to GO function and KEGG pathway analysis, as described below. All transcriptome databases used in our study can be downloaded from the foot of GSE63148 used by NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE63148); this includes bacteria-infected group gene rpkm (GSE63148_B4_1.Gene.rpkm.txt.gz), control group gene rpkm (GSE63148_MRS17.Gene.rpkm.txt.gz), transcriptome EST library (GSE63148_MRS-16-Unigene.fa.gz), gene differential expression (GSE63148_MRS17-VS-B4_1.GeneDiffExp.txt.gz), and gene annotation (GSE63148_annotation.txt.gz).

### Gene ontology (GO) and Kyoto encyclopedia of genes and genomes (KEGG) analysis

GO enrichment analysis was performed by collating all the GO terms that were significantly enriched in the identified DEG, and then filtering the DEGs based on these biological functions. First, all DEGs were mapped to GO terms in the database (http://www.geneontology.org/), and then gene numbers were calculated for every term using the hypergeometric test in order to obtain significantly enriched GO terms for DEGs; these were compared to the genomic background, as described in a previous study [52]. Pathway enrichment analysis was performed using KEGG (http://www.genome.jp/kegg/), which is a public pathway-related database. Such analysis was used to identify significant enrichment of genes involved in metabolic or signal transduction pathways. DEGs were compared with the genomic background, and the formula was calculated as for GO analysis.

### Analysis of gene expression

The real-time PCR primers used in this study are described in Additional file 1: Table S1; real-time qPCR was performed as previously described [46].

## Electronic supplementary material

Additional file 1: Table S1.: Real-Time PCR primers used in this study. **Table S2.** Gene ontology analysis of *Epinephelus coioides* larvae. **Table S3.** KEGG pathway enrichment analysis of *Epinephelus coioides* larvae. **Table S4.** Summary of the variations in complement-related gene expression between controls and grouper challenged with *Vibrio alginolyticus*. **Table S5.** Summary of the variations in phagocytosis-related gene expression between controls and grouper challenged with *Vibrio alginolyticus*. **Table S6.** Summary of the variations in antimicrobial peptide gene expression between controls and grouper challenged with *Vibrio alginolyticus*.

Additional file 2: Figure S1.: Complement and coagulation cascades signal pathway. Enrichment analysis of DEGs from the KEGG database; red borders indicate up-regulated genes, green borders indicate down-regulated genes, and red/green borders indicate genes that are both up- and down-regulated at different times.

Additional file 3: Figure S2.: *Staphylococcus aureus* infection signal pathway. Enrichment analysis of DEGs from the KEGG database; red borders indicate up-regulated genes, green borders indicate down-regulated genes, and red/green borders indicate genes that are both up- and down-regulated at different times.

Additional file 4: Figure S3.: Phagosome signal pathway. Enrichment analysis of DEGs from the KEGG database; red borders indicate up-regulated genes, green borders indicate down-regulated genes, and red/green borders indicate genes that are both up- and down-regulated at different times.

Additional file 5: Figure S4.: Antigen processing and presentation signal pathway. Enrichment analysis of DEGs from the KEGG database; red borders indicate up-regulated genes, green borders indicate down-regulated genes, and red/green borders indicate genes that are both up- and down-regulated at different times.

Additional file 6: Figure S5.: Hypothetical model for the response of grouper larvae to *Vibrio alginolyticus* infection, as predicted by KEGG analysis. (A) Complement pathway. (B) Phagocytosis pathway. Red borders indicate up-regulated genes, green borders indicate down-regulated genes, and purple borders indicate genes that are both up- and down-regulated at different times. Red arrows indicate increased RNA expression and green arrows indicate decreased RNA expression. Numbers adjacent to borders are the log2 ratio of significantly affected genes.

How the deposited data were processed for this re-analysis (not part of the article)

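Whole larvae of Epinephelus coioides, 30 days old, were used for 3 RNA libraries. For 2 of them larvae were injected with V. alginolyticus or with tryptic soy broth (TSB) and sampled after 24 h, and the other was the library from which the unigenes were assembled. There was 1 library per condition, so no value has a spread between replicates. The paper's text gives 10 larvae for the assembly library and no number for the others. The treatment described with the samples names only the injection of bacteria, and the injection of TSB is taken from the methods of the paper.

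The authors sequenced on an Illumina HiSeq 2000, removed reads with adaptors, with many unknown bases or of low quality, and mapped the rest to the unigenes with SOAP2, whose version is not given in the sources used here. CASAVA is named in the notes on the samples without a version, and the assembler is not named in the paper's text. Per the file headers, the count values of the TSB and Vibrio libraries are numbers of uniquely mapped reads per unigene, which the authors made by mapping, and RPKM scales them by unigene length and library total. The authors also deposited a coverage in percent (%), the share of a unigene's bases covered by mapped reads, which was not analysed here. The annotation gives the reads of the assembly library, the best hits in 6 databases and GO terms. Those reads are headed raw reads, so they may have been counted by another rule than in the TSB and Vibrio libraries. Whether the larvae of the assembly library were injected or handled like the others is not stated. The authors' table of the comparison gives a log2 ratio, a p-value and a false discovery rate (FDR) for each unigene. The method behind these is given in the paper by citation.

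Read counts were compared with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. For each unigene the Vibrio reads were tested against the TSB reads by an exact two-sided binomial test given their sum and the total reads of the libraries. P-values were adjusted by the Benjamini-Hochberg method over the 102857 unigenes with a read in either library. Unigenes with an adjusted p of at most 0.001 and an absolute log2 ratio of RPKM of at least 1 are named differentially expressed, which are the paper's thresholds. A library with 0 reads was set at 3 reads, which makes the fold a bound. The 13821 unigenes without a read in either library were not compared. Thresholds apply to uncentred ratios, and the ratios printed are centred on the median of all unigenes with at least 10 reads over both libraries unless named otherwise.

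Intervals of read counts and of single ratios between libraries are exact at 95% and cover counting error only, since reads without molecular identifiers are not independent molecules and larvae were not replicated. Intervals of list medians and of ratios of shares are instead taken over unigenes. They and the random lists treat unigenes as independent, although a gene can be split over several, so they can look too narrow. At 3 reads the RPKM of a unigene of 1000 bp is 0.344 in the TSB and 0.328 in the Vibrio library. The ribosomal RNA share of the Vibrio library had an exact binomial interval of 19.93% to 19.98%. At 0 reads in the TSB library a unigene needed 16 reads in the Vibrio library to pass.

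Before the data were examined, 28 gene lists were fixed as patterns on the best descriptions, among them markers of tissues, and unigenes with a best hit in Artemia or Vibrio. The genes named in the text follow a rule fixed at the same time: the 10 largest and 10 lowest log2 ratios among differentially expressed unigenes with at least 200 reads and a description that names a protein (1 per description), every gene the paper names (49, of which 47 were matched), the 4 differentially expressed members of each list with most reads, and unigenes with an RPKM of at least 5000. Other genes are said to have been chosen after their values were seen. The median of a list was placed among 10000 random lists of the same size, matched on mean expression in 20 bins. The 3 ribosomal RNA unigenes were found by their Nt hits.

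Of the pathways in Table 3 of the paper, 5 were counted, with members listed from the definitions of KEGG orthology numbers after the data had been seen, since no map of pathways was at hand. The other pathways of that table were not analysed here. GO terms were counted only where the authors' comparison of the libraries gives them directly to a unigene, for 18 terms. The pathways and terms are ones the paper found enriched in these libraries, so a raised share here is no independent support.

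The alternatives were TMM factors from edgeR 4.0.16 and size factors from DESeq2 1.42.0 in R 4.3.3, totals without the 10 unigenes with most reads, filters on reads, RPKM and length, other thresholds, edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4, the authors' log2 ratio and FDR, sums over unigenes with the same best Nr hit, and SwissProt descriptions. Chosen after seeing the data were the assembly library as control, thinned to the total reads of the TSB library, and totals or correlations without the ribosomal RNA unigenes.

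The steps were tested on simulated data. The exact test found 31.3%, 80.6% and 92.4% of unigenes simulated with a change of 2-fold, 4-fold and 8-fold, and called none of the unchanged ones. The changed unigenes were drawn only from those with many reads over both libraries. Over all tested unigenes the median was 10 reads, so these shares do not apply to unigenes with few reads. When the simulated larvae varied with a biological coefficient of variation of 0.2 or 0.4 and no unigene changed, it called 369 or 4198. A simulated log2 shift of -0.322 was recovered as -0.327 by TMM and -0.289 by DESeq2. The quantitative PCR and the bacterial counts of the paper were not analysed here.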

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

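Apart from the test on histones, the tests in this part were chosen after the results were seen. All 3 patterns rest on single libraries of different fish, so a response to the bacteria, which the design names, stays open for each and was not tested against variation between larvae. Comparisons with the assembly library can also reflect its reads being headed raw reads and not uniquely mapped reads.

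Ribosomal RNA, which the paper does not discuss, took 20.0% of the reads of the Vibrio library and 0.844% of those of the TSB library, on 3 unigenes. Leaving these unigenes out of the totals brings the median log2 ratio of all other unigenes with at least 10 reads to 0.03, so their reads account for the general shift to lower RPKM. Less complete enrichment of poly(A) RNA in the Vibrio library may explain the share. Histone transcripts, most of which lack a poly(A) tail, had a median centred log2 ratio of 0.22 (95% interval -0.53 to 1.02, 15 unigenes). The median lay below the bound set beforehand as counting against this explanation. Its interval, however, reaches above the value set as counting for it. The interval is too wide to decide, so this explanation and a change in the larvae cannot be told apart.

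Pancreatic digestive enzymes, for which the paper lists pathways of digestion, took 0.810% of the reads of the Vibrio library and 0.131% of those of the TSB library. TMM factors move every log2 ratio by the same amount, and the list's uncentred median of 2.14 became 2.39 (1.18 to 3.62). The choice between total reads and TMM factors is thus too small a shift to account for the rise. A lower share of muscle would raise other tissues alike, but the largest median of 5 other tissue lists was 0.53 (0.12 to 1.05, erythrocyte). A low value in the TSB library alone is argued against by an uncentred median of 1.87 (0.52 to 2.81) between the Vibrio and the assembly library, which is 1.98 when centred. Feeding state or development of the larvae may differ between the libraries and was not tested.

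Striated muscle contractile proteins took 7.07% of the reads of the Vibrio library and 10.6% of those of the TSB library. Ribosomal RNA, at 20.0% of the Vibrio and 0.844% of the TSB reads, is part of these totals and accounts for some of this difference. With TMM factors, which move every log2 ratio by the same amount, the list's uncentred median went from -0.89 to -0.65 (-0.82 to -0.47). The choice between total reads and TMM factors is thus not the whole cause. Between the Vibrio and the assembly library the median was -0.95 (-1.13 to -0.79), which argues against a high value in the TSB library alone. The larvae pooled for each library may have differed in size or in the share of muscle, which was not tested.

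Toll-like receptor 5S (Unigene16104), outside the genes the paper discusses, had 3900 reads in the Vibrio library against 1 in the TSB library and an uncentred log2 ratio of 3.28 between the Vibrio and the assembly library. A C-type lectin (Unigene34877) had 3764 reads against 2, and 3.82 between the Vibrio and the assembly library.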

How the results depend on the processing

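The assembly library as control and the settings without ribosomal RNA unigenes were chosen after seeing the data. With 1 library per condition leaving out a replicate was not possible, and no paired analysis was possible because no samples are paired. Depth limits the calls to unigenes with enough reads, and the cause of the changes below was not tested except where the setting itself removes tests or members. With TMM factors and DESeq2 size factors 293 values of named genes kept their direction and side of the thresholds, 30 no longer passed and 1 changed sign. The assembly library as control is not part of these totals, and under it further named genes did not pass or turned, such as C5 at -0.05 and the invariant chain at 1.28. For the gene lists 83 values moved and 2 were counted as a change of sign, which leaves out the small turn of the nervous system median given below.

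With an adjusted p of at most 0.05 there were 7702 differentially expressed unigenes, 2416 higher and 5286 lower. With an absolute log2 ratio of at least 2 there were 1259, 633 higher and 626 lower. With an assumed biological coefficient of variation of 0.2 there were 435, 291 higher and 144 lower, and with 0.4 there were 33, 31 higher and 2 lower. Without the 10 unigenes with most reads in the totals 2101 were higher and 1085 lower, and without the 3 ribosomal RNA unigenes 1997 and 1142. With TMM factors 1380 were lower. Pearson's r was 0.804 for log2(RPKM + 1), 0.626 for log2(RPKM + 0.1), 0.831 without the 10 unigenes with the highest RPKM and 0.928 without the ribosomal RNA unigenes, and Spearman's rho was 0.658 over unigenes with at least 10 reads.

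With an assumed biological coefficient of variation of 0.4 the complement and coagulation cascades, the Staphylococcus aureus infection pathway and the phagosome held 2 differentially expressed unigenes each, with ratios of shares of 11.1, 17.0 and 5.78. Antigen processing and presentation and glycolysis and gluconeogenesis held 0, which puts their ratios at 0. With 33 differentially expressed unigenes in all, these counts are too small to show a direction. In the same setting 5 acute-phase proteins, 3 antimicrobial peptides and lysozymes, 9 pancreatic enzymes and 3 iron handling unigenes were higher, and 1 of the eye list was lower. It was 0 for higher complement, cytokine, antigen processing, phagosome and lysosome, interferon, leukocyte, muscle, glycolysis, liver, eye, keratin, collagen and nervous system unigenes, and 0 for lower antigen processing, muscle, glycolysis, keratin, collagen, nervous system and heat shock unigenes.

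Summed by best Nr hit, the ratios of shares were 3.29 for the complement and coagulation cascades and 3.47 for Staphylococcus aureus infection, the phagosome held 37 differentially expressed genes at a ratio of 1.37, and the term myofibril held 14. Higher genes then numbered 25 for complement, 6 for phagosome and lysosome, 11 for interferon response, 2 for muscle, 4 for glycolysis and 5 for collagen, where 3 were lower.

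With TMM factors the lower unigenes numbered 3 for antigen processing, 12 for glycolysis, 17 for eye, 1 for collagen and 6 for the nervous system, and the higher ones 14 for glycolysis and 16 for eye. With DESeq2 size factors 11 glycolysis unigenes were higher and 8 nervous system unigenes lower, and a piscidin-like peptide (Unigene89982) turned from 0.05 to -0.11. Among members with at least 100 reads the higher ones numbered 4 for antigen processing, 5 for phagosome and lysosome, 11 for interferon response, 3 for leukocytes, 6 for muscle, 11 for keratins, 8 for collagen and 6 for the nervous system.

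With the assembly library as control the higher unigenes numbered 23 for complement, 11 for acute-phase proteins, 4 for cytokines, 13 for antigen processing, 5 for muscle, 21 for eye, 3 for collagen, 7 for the nervous system and 6 for iron handling. The lower ones numbered 32 for collagen, 7 for the nervous system, 24 for heat shock proteins, 33 for cell cycle and 24 for cytosolic ribosomal proteins. The median centred log2 ratio turned from 0.40 to -0.62 for collagen and skeleton and from 0.45 to -0.07 for sterol and lipid synthesis.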

Differences from the paper's values

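The paper gives 283 differentially expressed unigenes for the GO term hydrolase activity, and 11 were counted here among the terms given directly to a unigene. For cytoskeleton the paper's value is 173 and the count here 32, and for small molecule metabolic process the paper's value is 215 and the count here 4. The only alternative set before the data were examined that applies, summing by best Nr hit, gave 16, 30 and 6 and does not reach the paper's values. Unigenes under narrower terms of the ontology were not counted here.

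The paper's total of 3977 differentially expressed unigenes, 1104 higher and 2873 lower, is reached with the authors' deposited log2 ratio and FDR. The exact test gave 3960, 1211 higher and 2749 lower, of which 3817 are shared.

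The paper describes 69334 unigenes as present in all databases. The same number was found here for a hit in at least 1 database, and 4473 unigenes had a hit in every database.

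The paper states that expression of the differentially expressed unigenes was higher in the TSB group. Of 3960 such unigenes 2749 were lower in the Vibrio library, and the median RPKM was 9.44 in the TSB and 5.62 in the Vibrio library, in the direction the paper states. This direction depends on the scaling, since with TMM factors 1777 unigenes were higher and 1380 lower, and with totals without ribosomal RNA, chosen after seeing the data, 1997 and 1142. The mean RPKM was 43.8 in the TSB and 49.2 in the Vibrio library, the opposite direction. Without the 3 ribosomal RNA unigenes, a setting chosen after seeing the values that drops these 3 from the differentially expressed ones, it was 43.0 and 30.2.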

Other observations

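Blood, skin and skeletal transcripts changed in both directions. Of 23 erythrocyte unigenes 3 rose, 1 fell and 19 did not pass, with the same counts when adjusted over the list alone. Hemoglobin alpha (Unigene90879) was 51.6-fold and hemoglobin beta (Unigene99127) 27.1-fold higher in the Vibrio library, and band 3 anion exchange protein fell by 1.05 on the centred log2 scale. The whole list held 0.285% of the reads of the Vibrio library against 0.282% of the TSB library. Ribosomal RNA in the totals lowers the Vibrio share, and the erythrocyte list's median centred log2 ratio was 0.53 (0.12 to 1.05). Of 200 keratin and epidermis unigenes 19 rose, 21 fell and 160 did not pass (22 and 23 when adjusted over the list alone), with keratin 13 falling by 2.26 and desmocollin 2 (Unigene4865) 37.7-fold higher. Of 136 collagen and skeleton unigenes 13 rose, 8 fell and 115 did not pass (14 and 9 when adjusted over the list alone), at a median of 0.40, which turned to -0.62 with the assembly library as control. Of 128 eye unigenes 27 fell, 9 rose and 92 did not pass (27 and 13 when adjusted over the list alone), while the list's median was 0.08. With TMM factors 17 eye unigenes were lower and 16 higher, and against the assembly library 24 and 21, so the excess of falls is not kept. The named eye genes, 4 lens crystallins with many reads, fell by 0.87 to 1.46. Of 255 nervous system unigenes 14 fell, 11 rose and 230 did not pass (15 and 12 when adjusted over the list alone).

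Receptors, liver products and synthesis of lipids were measured as well. Of 31 pattern recognition receptors 2 rose and 29 did not pass, the same when adjusted over the list alone, and peptidoglycan recognition protein L1 (Unigene89025) was 11.1-fold higher. Of 74 liver secretory proteins 10 rose, 4 fell and 60 did not pass, also the same over the list alone, and apolipoprotein B-100 (Unigene38206) was 7.16-fold higher. Of 48 unigenes of sterol and lipid synthesis 4 rose, 1 fell and 43 did not pass (5 rose when adjusted over the list alone), among them fatty acid synthase, higher by a centred log2 ratio of 2.54. Of 69 cell cycle unigenes 3 fell, 1 rose and 65 did not pass (5 fell when adjusted over the list alone), at a median of -0.44 (-0.69 to -0.28). Against the assembly library 33 cell cycle unigenes were lower in the Vibrio library (median -1.70) and 21 in the TSB library (median -1.02), so both differ from it in the same direction. Of 84 cytosolic ribosomal proteins 2 fell, 1 rose and 81 did not pass (3 fell when adjusted over the list alone), at a median of -0.26. Of 41 unigenes of muscle protein breakdown 4 fell, 2 rose and 35 did not pass, the same over the list alone, and calpain-1 fell by 2.26. Of 4 mitochondrially encoded unigenes 1 fell and 3 did not pass, the same over the list alone. Perforins went both ways: perforin-1 (Unigene37394) fell by 2.08 and perforin 1 (Unigene4496) was 8.85-fold higher.

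Genes that the paper measured by quantitative PCR over time have 1 value each here, at 24 h. C4 (Unigene57760) had 228 reads in the Vibrio library against 60. Alpha-2-macroglobulin (Unigene35866) was 2.59-fold higher, the unigene named PLG in the paper 8.90-fold and the transferrin receptor 2.48-fold. At 24 h the paper's PCR had a rise for C4 and none for the other genes just named. The paper's bacterial counts had returned to baseline by 24 h. For each of the 23 phagocytosis-related genes of the paper the matching unigene with most reads was taken. Of these 9 were higher, 7 lower and 7 did not pass. For several that did not pass, another unigene of the same description was higher. Examples, chosen after their values were seen, are calnexin (Unigene14450) at a centred log2 ratio of 1.62, dynein heavy chain (Unigene4665) at 2.38 and early endosome antigen 1 (Unigene86646) at 2.84. The unigene that the paper names F-actin (Unigene36938) is 1 of the 3 ribosomal RNA unigenes. Those named MHCI and MHCII in the paper are described as beta-centractin and COP9 signalosome subunit 7a. The paper's C2r, named CR2 in Figure 3, and DAF were not matched to a description. By KEGG orthology number alone, and chosen after their values were seen, unigenes of decay accelerating factor (Unigene61730) and complement receptor 2 (Unigene14914) fell by 2.24 and 1.20, and they are not among the matched complement genes of the paper.

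In the authors' deposited comparison the p-value stays at 0.000578 for unigenes with 1 TSB read, 0.000111 with 2 and about 6.87e-05 with 3, however many reads the Vibrio library has from 35 upward. All 20, 19 and 16 such unigenes pass here and 0 in that table, whereas all 20 with 0 TSB reads and all 23 with 4 pass in both. In total 131 unigenes with 1 to 3 TSB reads are higher here only, among them toll-like receptor 5S and, chosen after their values were seen, interleukin-1 beta (Unigene5076, 81 reads against 2), interleukin-8 (Unigene4990, 67 against 3) and nattectin (Unigene48521, 815 against 3). Between the Vibrio and the assembly library the uncentred log2 ratios were 0.17 for interleukin-1 beta and 0.42 for interleukin-8, which did not pass, and 8.61 for nattectin, which passed. The highest FDR in that table is 1.019.

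Of 194 unigenes that were higher with at most 3 TSB reads, 89 had at least 10 reads in the assembly library thinned to the depth of the TSB library. In 36 the TSB library was lower than the assembly library, and in 73 the Vibrio library was higher than it. With the assembly library as control 3946 unigenes were differentially expressed, of which 1319 were also so against the TSB library in the same direction and 38 in the opposite one. Between the TSB and the assembly library, both non-infected, 3387 unigenes passed the same thresholds. The counts against the assembly library can also reflect its reads being headed raw reads and not uniquely mapped reads.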
